# Transcriptomic and epigenomic profiling of young and aged spermatogonial stem cells reveals molecular targets regulating differentiation

**DOI:** 10.1371/journal.pgen.1009369

**Published:** 2021-07-08

**Authors:** Jinyue Liao, Hoi Ching Suen, Alfred Chun Shui Luk, Lele Yang, Annie Wing Tung Lee, Huayu Qi, Tin-Lap Lee

## Abstract

Spermatogonial stem cells (SSC), the foundation of spermatogenesis and male fertility, possess lifelong self-renewal activity. Aging leads to the decline in stem cell function and increased risk of paternal age-related genetic diseases. In the present study, we performed a comparative genomic analysis of mouse SSC-enriched undifferentiated spermatogonia (Oct4-GFP+/KIT-) and differentiating progenitors (Oct4-GFP+/KIT+) isolated from young and aged testes. Our transcriptome data revealed enormous complexity of expressed coding and non-coding RNAs and alternative splicing regulation during SSC differentiation. Further comparison between young and aged undifferentiated spermatogonia suggested these differentiation programs were affected by aging. We identified aberrant expression of genes associated with meiosis and TGF-β signaling, alteration in alternative splicing regulation and differential expression of specific lncRNAs such as *Fendrr*. Epigenetic profiling revealed reduced H3K27me3 deposition at numerous pro-differentiation genes during SSC differentiation as well as aberrant H3K27me3 distribution at genes in Wnt and TGF-β signaling upon aging. Finally, aged undifferentiated spermatogonia exhibited gene body hypomethylation, which is accompanied by an elevated 5hmC level. We believe this in-depth molecular analysis will serve as a reference for future analysis of SSC aging.

## Author summary

Sperms are derived from a primitive population of undifferentiated spermatogonia called spermatogonial stem cells (SSCs), which lay the foundation of male fertility. It is widely known that the aging process results in decline in SSC function and quantity. However, the molecular mechanisms and gene expression changes underlying SSC differentiation and aging remain elusive. Here, we revealed the alterations in gene expression programs of both coding and non-coding RNAs, and alternative splicing regulation during SSC aging and differentiation by profiling the transcriptomes of SSC-enriched undifferentiated spermatogonia in mice. For instance, we found long non-coding RNA *Fendrr* is highly expressed in undifferentiated cells, suggesting its role in maintaining stem cell function. We further explored the changes at epigenetic level by profiling histone modifications and DNA methylation patterns, which revealed distinct distribution patterns of histone modification H3K27me3 in Wnt and TGF-β signaling upon aging. We also found that aged undifferentiated spermatogonia exhibited a decrease in average 5mC methylation level in gene bodies accompanied by an increase in 5hmC level, which is similar to the observations in humans. Therefore, we believe our work will serve as a reference for future investigation of human reproductive aging, and particularly the mechanisms of SSC aging.

## Introduction

In recent decades, there has been a remarkable delay in the paternal age of reproduction across high-income countries. This phenomenon leads to an increase in infertility rate. One area that contributes to age-related infertility is age-associated decline in spermatogonial stem cells. Spermatogonial stem cells (SSCs) are stem cells in the male germline which form the foundation of male fertility. Animal studies have shown that SSCs undergo an age-associated decline in function. For example, there is a dramatic decrease in the quantity of SSCs in aged mouse testes, which causes testicular regression or atrophy and an increased abundance of Sertoli cell-only tubules [1–3]. In contrast to non-germline stem cells, dysregulation of the SSC genome could cause significant health impacts in the offspring. For instance, animal aging models and human cohort studies revealed an increase in *de novo* mutations in germ cells and mature sperms as males enter advanced age. Such changes may lead to developing complex diseases in the offspring [4]. Aberrant epigenetic changes in SSC have also been indicated in transgenerational genetic diseases [5,6]. Therefore, studying the role of aging in deterioration of SSC function is crucial in the understanding of the aging-associated fertility decline and the impact of delayed parental age on the health of offspring.

Current data suggest that both stem cell intrinsic defects and alterations in microenvironment are implicated in the age-dependent decline of functional germ cell reserves [2,7,8]. Transcriptome studies indicated altered gene expression in aged SSCs, affecting functional pathways such as DNA damage responses, mitosis, and oxidative stress [9]. Highly dynamic and coordinated epigenetic processes in SSC are also vital for the fertility and health of future generations [10]. For example, several histone deacetylases (HDACs) are downregulated as adult SSCs differentiate or age [11]. Globally decreased activity of the PRC2 complex was observed in the aging of SSCs [12]. Several recent genomic profiling studies have attempted to determine the landscape of epigenetic regulation in SSC [13–19]. However, the understanding of how aberrant gene expression patterns, epigenetic alteration, and their interaction underlie SSC aging is limited.

The maintenance of SSCs is tightly coordinated through transcriptional and epigenetic programs. In this study, we investigated how aging contributes to the deterioration of SSC function from the perspective of transcriptional and epigenetic regulations in SSC-enriched undifferentiated spermatogonia. We first established the transcriptional dynamics during SSC differentiation and delineated the stem cell intrinsic molecular program underlying the age-dependent changes in SSC function. We further established global histone modification maps and identified the relationship between the epigenetic programming and gene expression signatures associated with spermatogonial differentiation and aging. In addition, we mapped the dynamics of 5mC and 5hmC at single-base resolution in aged SSC-enriched spermatogonia and uncovered aging-associated alterations in DNA modification. At last, we examined the impact of aging on chromatin accessibility. Taken together, our study will aid in better understanding of fundamental processes in SSC aging.

## Results

### Isolation and transcriptome profiling of undifferentiated and differentiating spermatogonia from adult testis

The common cell surface markers used for spermatogonia isolation are also expressed in other testicular cell types to some extent and genes expressed at high levels in contaminating cells can impact RNA-seq profile interpretations [20]. To overcome this problem, we utilized Oct4-GFP transgenic mice to avoid the contamination of other cell types. We found that GFP was solely expressed in undifferentiated (PLZF+) and differentiating (KIT+) spermatogonia, but not in spermatocytes (SYCP3+) or Sertoli cells (SOX9+) (S1 Fig). Notably, Oct4-GFP+/KIT- cells are mainly As (single) spermatogonia or Apr (paired) spermatogonia in 3-month-old adult testis through whole-mount immunostaining (Fig 1A). In addition, FACS-sorted Oct4-GFP+/KIT- cells from adult testis possessed the capacity for in vitro proliferation and colony formation (Fig 1B). Therefore, Oct4-GFP+/KIT- cell population is enriched for SSC and its characteristics can serve as a proxy for SSC. Based on these, we separated SSC-enriched undifferentiated spermatogonia (Oct4-GFP+/KIT-) and differentiating spermatogonia (Oct4-GFP+/KIT+) using FACS from neonatal (PND5.5), adult (6–8 months) and aged mice (15–18 months), which were subjected to RNA-Seq analysis (Fig 1C). 

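Oct4-GFP mice carry a green fluorescent protein gene driven by the regulatory sequence of *Oct4*, and KIT is a receptor tyrosine kinase that appears on the cell surface as spermatogonia begin to differentiate. The RNA-Seq data comprised 11 libraries in 6 groups. Neonatal KIT-, neonatal KIT+, adult KIT-, aged KIT- and aged KIT+ cells were represented by 2 libraries each and adult KIT+ cells by 1. Neonatal mice were 5.5 days old in the paper and 6 days old in the sample labels. Adult mice were 6 to 8 months old in the paper's Results, 6 months in its Methods and 8 months in the labels. Aged mice were 15 to 18 months old in the Results and 15 months in the Methods and the labels. Total RNA was depleted of rRNA and sequenced from both ends of each fragment. The authors trimmed the reads with Trimmomatic, mapped them to the mm9 genome, counted them on Ensembl genes with featureCounts and deposited 1 RPKM value per gene and library. RPKM is the number of reads per kilobase of exon, scaled to the library's total of reads on genes. Multiplying each value by the exon length in the GENCODE M1 annotation and by the library total gave back the reads, and 98.1% to 98.3% of the values of each library came out within 0.05 of a whole number. The reads on genes numbered 28664623 and 25717283 in neonatal KIT- cells, 37445554 and 25371497 in neonatal KIT+ cells, 12238328 and 16627834 in adult KIT- cells, 13815096 in adult KIT+ cells, 39467201 and 33593666 in aged KIT- cells, and 59205890 and 76756539 in aged KIT+ cells. On a gene with 1 kb of exon, 3 reads corresponded to 0.245 RPKM in the library with the fewest reads and to 0.0391 RPKM in the one with the most. The mitochondrial rRNA gene *mt-Rnr2* took between 15.6% and 21.4% of the reads of a library. Differences were tested with limma on log2(RPKM + 1), with all 11 libraries in 1 fit, for the 18412 genes that had at least 10 reads in at least 2 libraries. A gene was called differentially expressed at a Benjamini-Hochberg FDR of at most 0.05 and a fold change of at least 1.5. Fold changes are on the log2(RPKM + 1) scale, which understates the change of genes with low values. The adult KIT+ library has no replicate, so every test that involves it takes its spread from the other groups.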

Gene expression profiles of KIT- and KIT+ cells are well separated from each other in adult spermatogonia regardless of age, reflecting that they acquired more drastic transcription dynamics upon differentiation compared to the neonatal stage (Figs 1D and S2). In contrast, neonatal KIT- and KIT+ cells clustered closely together, indicating that early germ cells share similar gene expression properties despite different differentiation status (Figs 1D and S2). In addition, we found considerable regulatory differences between neonatal and adult spermatogonia.

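The distance between 2 libraries was taken as the root mean square difference in log2(RPKM + 1) over all tested genes. Adult KIT- and KIT+ libraries lay 0.64 apart on average (range 0.61 to 0.67 over 2 library pairs), and aged KIT- and KIT+ libraries 0.75 apart (range 0.72 to 0.78 over 4 pairs). Replicates lay 0.32 apart in adult KIT- cells, 0.62 in aged KIT- cells and 0.37 in aged KIT+ cells, so each distance between the fractions exceeded the distance between replicates. Restricting the genes to the 1000 most variable ones moved the distances most, to 1.43 in adult and 1.99 in aged cells, against 0.82 to 1.56 between the replicates of these groups. With average linkage, the first division into 2 clusters set the adult and aged KIT- libraries apart from all the others, and the division into 3 clusters separated the neonatal libraries from the adult and aged KIT+ libraries. In aged cells, 3375 genes were differentially expressed between the fractions, 1243 higher in KIT+ and 2132 higher in KIT- cells. A fit on the 4 aged libraries alone moved this number most, leaving 0 genes after adjustment and 4870 with an unadjusted p of at most 0.05. With the replicate number as a block within each age 1801 genes were left, and the deviations of same-numbered aged KIT- and KIT+ libraries from their group means correlated with r = -0.06 across genes. From the separation of KIT- and KIT+ cells at both adult ages, the paper reasons that adult spermatogonia acquire larger transcriptional changes upon differentiation than neonatal ones.

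**Figure D1:**
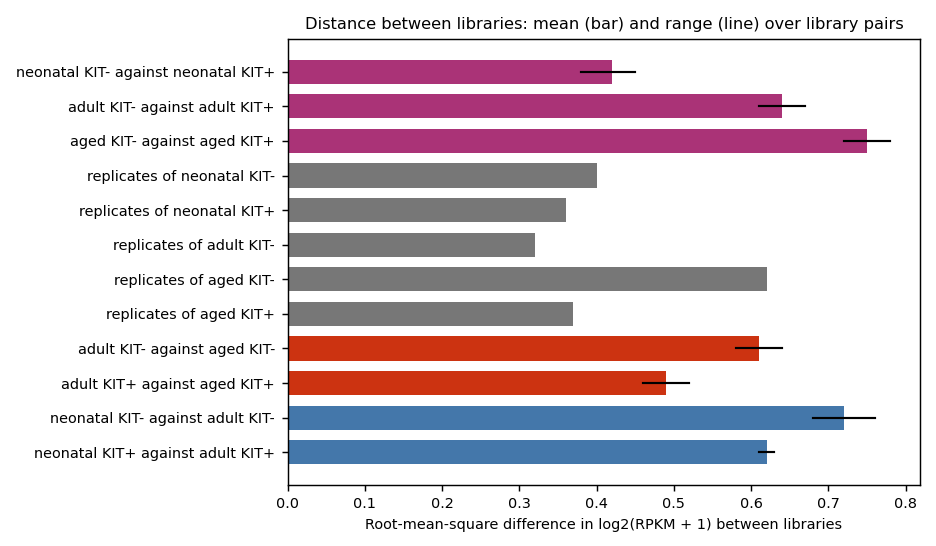
Mean root mean square difference in log2(RPKM + 1) between libraries (horizontal axis) for each pair of groups (vertical axis). Bars give the mean and black lines the range over library pairs, with KIT- against KIT+ in purple, replicates in grey, adult against aged in red and neonatal against adult in blue; the KIT- to KIT+ distance is 0.64 in adult and 0.75 in aged cells.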

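Neonatal KIT- and KIT+ libraries lay 0.42 apart (range 0.38 to 0.45 over 4 library pairs), against 0.4 between the 2 neonatal KIT- replicates and 0.36 between the 2 neonatal KIT+ replicates, so the distance between the fractions was within reach of the distance between replicates. The neonatal KIT- and KIT+ libraries stayed in 1 cluster in every division into up to 6 clusters. Only 8 genes were differentially expressed, 3 higher in KIT+ and 5 higher in KIT- cells, and 1907 genes had an unadjusted p of at most 0.05. With voom weights on the recovered reads, a setting chosen after seeing the data, the number was 74. With the replicate number as a block within each age it was 0, with 1279 genes at an unadjusted p of at most 0.05, and the deviations of same-numbered neonatal libraries correlated with r = 0.05 across genes. *Kit* (ENSMUSG00000005672), on chromosome 5 of mm9 from 75970941 to 76052747, rose from 3.37 ± 0.00371 RPKM (SD, n = 2) in neonatal KIT- cells to 37.0 ± 1.81 RPKM (SD, n = 2) in neonatal KIT+ cells. Its log2 fold change was 3.12 (standard error 0.12, adjusted p = 0.00012 from limma with Benjamini-Hochberg adjustment). Fitted on the 4 neonatal libraries alone, its adjusted p was 0.2. Whether the effect of KIT differed between neonatal and adult cells was not itself tested.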

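Between neonatal and adult KIT- cells, 4191 genes were differentially expressed, 2757 higher in adult and 1434 higher in neonatal cells. The median log2 fold change of all tested genes was 0.13 toward adult cells, and the direction of the calls depended on the scaling. With RPKM divided by median-of-ratios factors, a setting chosen after seeing the data, 2005 genes were higher in adult and 2116 higher in neonatal cells, and the median was 0.04. Among the 3 genes with the lowest p in each direction was *Fgd5* (ENSMUSG00000034037, chromosome 6 from 91928872 to 92025998), which rose from 1.57 ± 0.0864 RPKM (SD, n = 2) in neonatal to 36.8 ± 0.129 RPKM (SD, n = 2) in adult KIT- cells. This gave a log2 fold change of 3.88 (standard error 0.13, adjusted p = 2.7e-05 from limma with Benjamini-Hochberg adjustment). A small RNA gene of 71 bp, *AC161763.1*, and *Oosp1* were the other two, with log2 fold changes of 5.43 and 3.63. *Oosp1* belongs to a list of 14 oocyte genes, each of which was above 0 in all 3 adult libraries. The 3 with the lowest p among genes higher in neonatal cells were *Usp26* (180 ± 5.49 RPKM in neonatal and 38.3 ± 1.95 in adult cells; SD, n = 2 each), *Etf1* (109 ± 2.76 and 34.6 ± 0.012) and *Bmpr1a* (62.5 ± 0.296 and 16.5 ± 0.192). All 3 had an adjusted p of 7.9e-05 in limma with Benjamini-Hochberg adjustment. Each of the 4191 genes was higher in both libraries of one group than in both of the other.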

**Fig 1:**
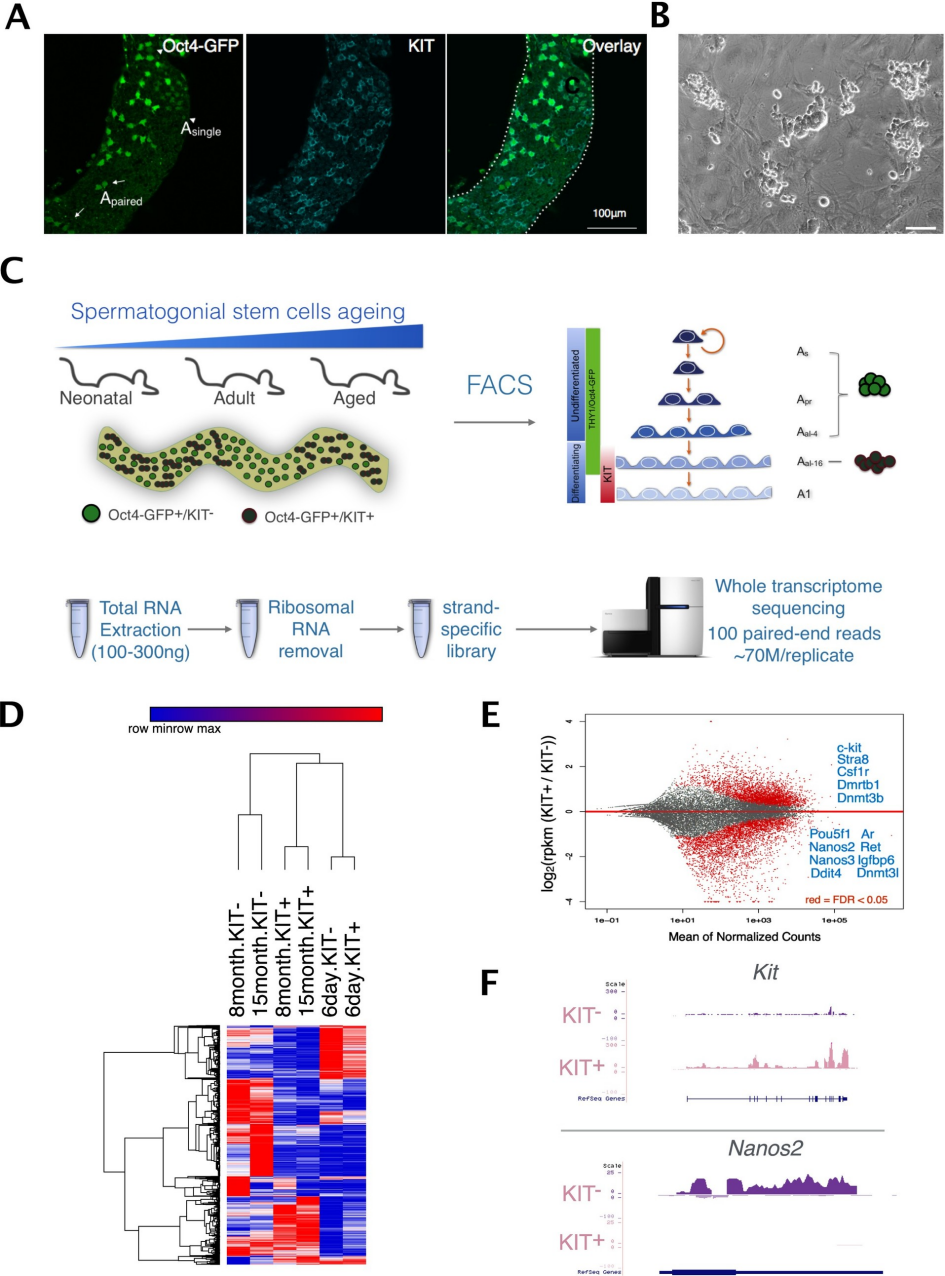
Gene expression dynamics in SSCs during the KIT transition and aging. (A) Whole-mount immunostaining showing the distribution of Oct4-GFP+ cells in adult testis. (B) Oct4-GFP+/KIT- cells isolated from adult testis can be maintained in vitro. (C) The schematic diagram showing the design of the sample collection and RNA-Seq analysis. (D) Heatmap showing global gene expression profiles of SSC populations differ significantly at different ages. (E) Differential gene expression between KIT- and KIT+ SSC populations in adult mice. Red dots represent differentially expressed genes with the statistical significance of FDR<0.05. Selected genes important for spermatogenesis in each fraction are shown in blue. (F) Genome browser view of the most significant differential gene expression, *Nanos2* and *Kit* in KIT- and KIT+ population respectively.

### Identification of genes and pathways associated with the maintenance and aging of adult undifferentiated spermatogonia

We then compared KIT- and KIT+ cells with special focus on the adult stage. 

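In adult cells, 1261 genes were higher in KIT- than in KIT+ cells. *Pou5f1* (*Oct4*; ENSMUSG00000024406), on chromosome 17 of mm9 from 35642982 to 35647721, had 60.7 ± 11.4 RPKM (SD, n = 2) in adult KIT- cells and 5.13 RPKM in the adult KIT+ library. As KIT+ over KIT-, the log2 fold change was -3.32 (standard error 0.42, adjusted p = 0.0031 from limma with Benjamini-Hochberg adjustment). *Ddit4* (ENSMUSG00000020108, chromosome 10 from 59412423 to 59414518) had 127 ± 35.1 RPKM (SD, n = 2) in KIT- and 4.68 RPKM in KIT+ cells, with a log2 fold change of -4.47 (standard error 0.26, adjusted p = 0.00032 by the same test). *Ret* (ENSMUSG00000030110, chromosome 6 from 118101766 to 118147762) had 30.8 ± 1.46 RPKM (SD, n = 2) and 2.16 RPKM, with a log2 fold change of -3.33 (standard error 0.17, adjusted p = 0.00024). With each KIT- library left out in turn, the log2 fold change stayed between -3.51 and -3.13 for *Pou5f1* and between -4.75 and -4.19 for *Ddit4*. *Nanos2* (ENSMUSG00000051965, chromosome 7 from 19572873 to 19574311) had 43 and 26 reads in the KIT- libraries, or 1.76 ± 0.958 RPKM (SD, n = 2), and 0 reads in the KIT+ library. Its log2 fold change of -1.42, which the 1 added to each value limits, lay between -1.78 and -1.06 with a library left out and had a standard error of 0.39 and an adjusted p of 0.046 in limma. *Nanos2* was no longer called without the filter on low counts (adjusted p = 0.08), with voom weights (0.24) or with every library thinned to the lowest depth (0.054), the last 2 of which were chosen after seeing the data, nor on the adult libraries alone (0.14) or with the block within age (0.11). Of the other genes known from undifferentiated spermatogonia, *Nanos3*, *Igfbp6* and *Dnmt3l* had log2 fold changes of -3.48, -3.52 and -1.18, and none of these 3 was called with voom weights.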

The genes with higher expression level in adult KIT- comprised the genes essential for SSC self-renewal and maintenance such as *Oct4*, *Ddit4*, *Ret* and *Nanos2* [21–24]. Genes facilitating SSC differentiation were upregulated in adult KIT+ cells, such as *Stra8* and *Dnmt3b* (Fig 1E and 1F). 

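In adult cells, 1289 genes were higher in KIT+ than in KIT- cells. *Stra8* (ENSMUSG00000029848), on chromosome 6 of mm9 from 34870163 to 34889342, had 15.5 ± 0.00792 RPKM (SD, n = 2) in KIT- cells and 90.1 RPKM in the KIT+ library. The resulting log2 fold change was 2.46 (standard error 0.28, adjusted p = 0.0019 from limma with Benjamini-Hochberg adjustment). *Dnmt3b* (ENSMUSG00000027478, chromosome 2 from 153475186 to 153513466) had 25.2 ± 0.343 RPKM (SD, n = 2) in KIT- and 47.3 RPKM in KIT+ cells. That is a log2 fold change of 0.88 (standard error 0.15, adjusted p = 0.008), and stayed between 0.87 and 0.9 with each KIT- library left out. The sort marker itself, *Kit*, had 6.05 ± 0.589 RPKM (SD, n = 2) in KIT- and 81.3 RPKM in KIT+ cells, a log2 fold change of 3.55 (standard error 0.15, adjusted p = 0.00022). *Dmrtb1* (ENSMUSG00000028610) had 1.03 ± 0.103 RPKM (SD, n = 2) and 7.78 RPKM. *Csf1r*, drawn with the KIT+ genes in Fig 1E, had 0 reads in both adult KIT- libraries and 13 in the KIT+ library, and was not called (log2 fold change 0.24, adjusted p = 0.47). Fitted on the 3 adult libraries alone, no gene was called in either direction, 6269 genes had an unadjusted p of at most 0.05, and *Kit*, *Stra8* and *Dnmt3b* each had an adjusted p of 0.079. Among the comparisons between groups, such fits on the compared groups alone left genes only between neonatal and adult KIT- cells. With voom weights on the recovered reads, chosen after seeing the data, 789 genes were higher in KIT+ and 461 higher in KIT- cells. With the replicate number as a block within each age, no gene was called and 3981 had an unadjusted p of at most 0.05. The single adult KIT+ library allows no check of whether the adult numbers pair. The fit on the 3 adult libraries takes the spread of a gene from 2 KIT- libraries, and even the sort marker *Kit* was not called in it. The block within age takes the second adult KIT- library out of the adult difference, which then rests on 1 library against 1. A call lost in either fit is therefore weak evidence against a gene.

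**Figure D2:**
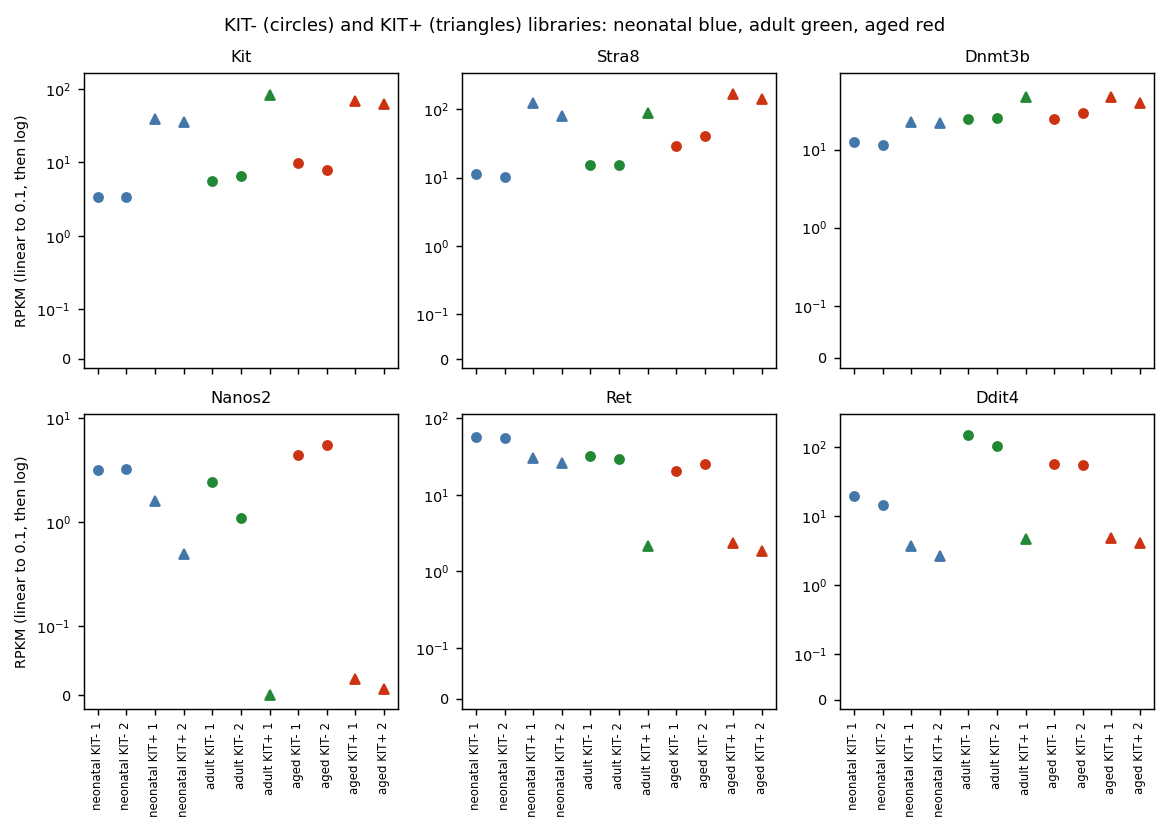
RPKM of *Kit*, *Stra8*, *Dnmt3b*, *Nanos2*, *Ret* and *Ddit4* (vertical axes, linear to 0.1 and logarithmic above) in each of the 11 libraries (horizontal axes). Circles are KIT- and triangles KIT+ libraries, with neonatal in blue, adult in green and aged in red; in adult cells *Kit*, *Stra8* and *Dnmt3b* are higher in the KIT+ library (81.3, 90.1 and 47.3 RPKM) and *Nanos2*, *Ret* and *Ddit4* higher in both KIT- libraries.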

IPA analysis revealed downregulation of the Mouse Embryonic Stem Cell Pluripotency pathway during differentiation (S3 Fig). These results were in line with the known regulators of SSC. Besides known essential genes for SSC self-renewal such as *Oct4* and *Id4* in this pathway, the Wnt signaling component Frizzled receptor 2 (*Fzd2*) is also upregulated in KIT- cells. 

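*Id4* (ENSMUSG00000021379), on chromosome 13 of mm9 from 48356796 to 48359405, had 3.89 ± 1.05 RPKM (SD, n = 2) in adult KIT- cells and 0.785 RPKM in the adult KIT+ library. In log2 terms the change was -1.44 (standard error 0.33, adjusted p = 0.026 from limma with Benjamini-Hochberg adjustment), between -1.66 and -1.22 with each KIT- library left out. *Fzd2* (ENSMUSG00000050288, chromosome 11 from 102465745 to 102469372) had 5.16 ± 0.854 RPKM (SD, n = 2) in KIT- cells and 0.259 RPKM in the KIT+ library. The KIT+ library had 13 reads on *Fzd2*, over 3628 bp of exon. Its log2 fold change was -2.28 (standard error 0.23, adjusted p = 0.0014). Neither gene was called with voom weights, where the adjusted p was 0.35 for *Id4* and 0.058 for *Fzd2*, or on the adult libraries alone, where it was 0.097 and 0.079.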

*Fzd2* has been reported as a marker for crypt base columnar (CBC) stem cells [25] and may have a role in SSC maintenance (S3 Fig). These results further supported that KIT- cells were enriched of cell populations with higher self-renewal capacity.

We then investigated the altered gene expression upon aging in undifferentiated KIT- cells. IPA analysis revealed mitochondrial dysfunction and peroxisome proliferator-activated receptors (PPARs) activation as the “top targets of toxicity” as the effect of aging (Fig 2A). 

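A list of 88 nuclear genes of oxidative phosphorylation, which stands in for the IPA term, had a mean log2 fold change of 0.06 in aged over adult KIT- cells, with 49 genes higher in aged cells. This shift was not larger than that of the other genes (camera, adjusted p = 0.306 over 5 gene sets). *Ppargc1a* (ENSMUSG00000029167), the PPAR coactivator gene on chromosome 5 from 51845488 to 51958964, had 0.0773 ± 0.0571 RPKM (SD, n = 2) in adult and 0.142 ± 0.0715 RPKM (SD, n = 2) in aged KIT- cells. This gave a log2 fold change of 0.08 (standard error 0.08, adjusted p = 0.6 from limma with Benjamini-Hochberg adjustment), a difference within the spread between replicates. The gene had 3 and 13 reads in the adult and 24 and 43 in the aged KIT- libraries. At such low values, the 1 added to each value kept the change below the fold change cutoff. The test therefore cannot decide whether *Ppargc1a* changed with age.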

PPARs are important regulators in various age-associated pathophysiological processes related to energy metabolism and oxidative stress [26], and their deregulated activation might be the culprits for the SSC aging process. This is consistent with the recent finding showing decreased mitochondria numbers and expression of *Ppargc1a*, a co-activator of PPARs, in cell-intrinsic mode of SSC aging [12]. IPA canonical pathway analysis revealed the eIF2 pathway, a master regulator of cell adaptation to various forms of stress, was inhibited upon aging (Fig 2B), which could make SSC more susceptible to stress. Ribosome pathway was also altered, which is consistent with the previous finding that the rate of protein synthesis declines with age [27]. Therefore, our results suggested that many common signaling pathways contributing to aging can be recapitulated in aged SSCs.

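A list of 77 ribosomal protein genes had a mean log2 fold change of -0.17 in aged over adult KIT- cells, with 30 genes higher and the rest lower in aged cells (camera, adjusted p = 0.0233 over 5 gene sets). With the rotation test fry in place of camera, the adjusted p was 0.399, and the set was not called. Ribosomal protein genes have many processed pseudogenes, between which the counting could have split their reads, so single genes of the set are uncertain.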

**Fig 2:**
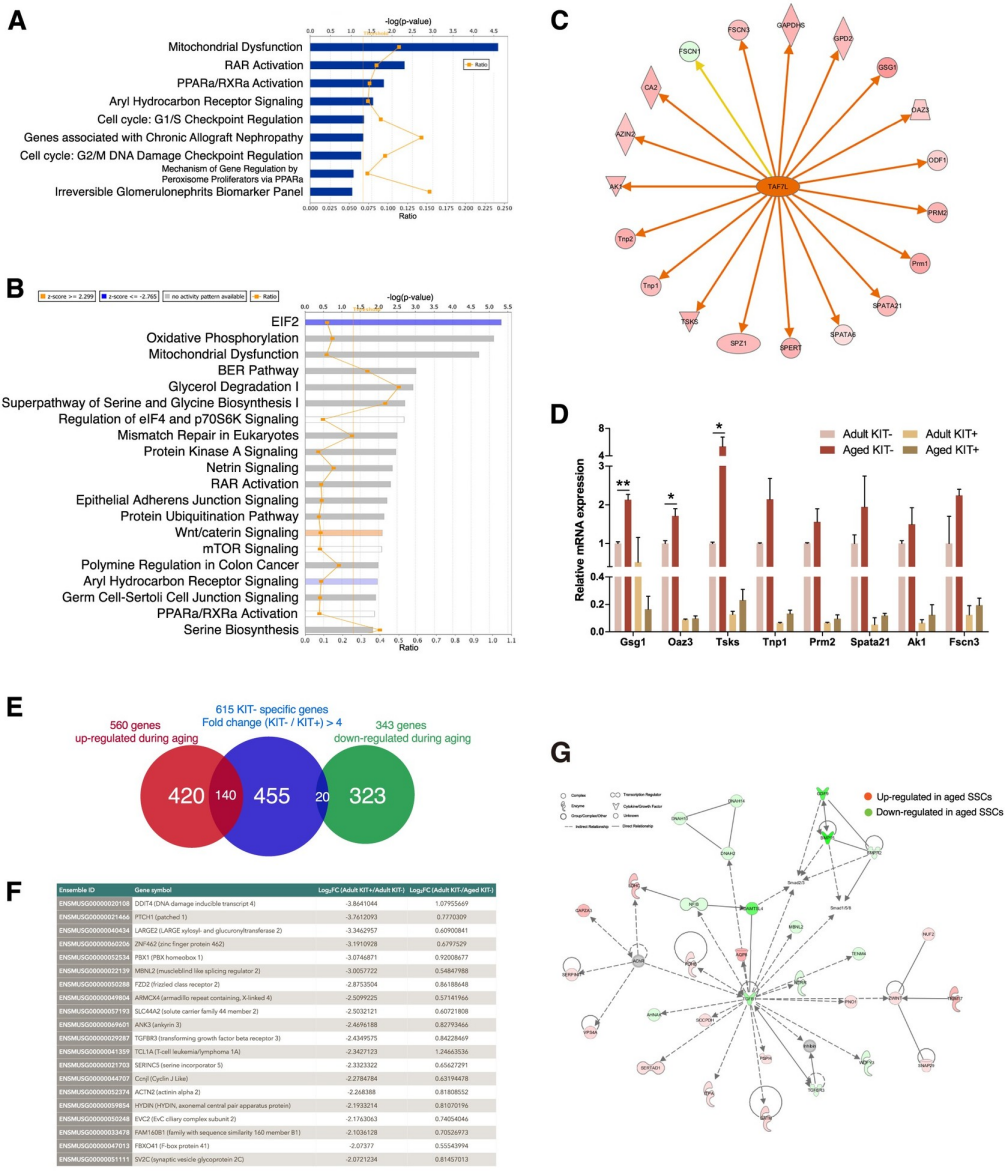
Genes and pathways associated with the maintenance and aging of adult SSCs. (A) Ingenuity pathway analysis (IPA) gene ontology analysis on the differentially expressed genes between adult and aged SSC showing Top toxicity target lists identified. (B) Top 20 canonical pathways as revealed by Ingenuity pathway analysis (IPA) gene ontology analysis on the differentially expressed genes between adult and aged SSC. (C) Inference of *Taf7l* regulation from the aging SSC transcriptome. Upstream regulator analysis by Ingenuity pathway analysis (IPA). Data illustrate *Taf7l* as “activated” in aged cells in upstream regulator analysis. Genes in red were greater expressed in aged cells compared with young adults, whereas genes in green were lower expressed. An orange line indicates predicted upregulation, whereas the yellow line indicates expression being contradictory to the prediction. (D) RT-PCR analysis of expression of Taf7l downstream targets showing greater expression in IPA in aged cells compared with adult cells (n = 2, unpaired t-test). Error bars are plotted with SD. (E) Aging-associated differential expression of the KIT- preferential genes. Venn diagram of the overlap between genes differentially expressed upon aging and genes highly enriched in KIT- cells. (F) The full list of the KIT- preferential genes showing down-regulation upon aging. (G) Inference of TGF-β signaling from the aging SSC transcriptome. Shown is the network from Ingenuity Pathway Analysis (IPA) consisting of TGF- β1 regulators (e.g., TGFB1, TGFBR3, and BMP5) and the subset of SSC aging differentially expressed genes. Symbolic representations of genes, expression changes, and regulatory relationships are shown on the top.

We further uncovered changes related to several spermatogonia-specific pathways that might contribute to aging. Genes with decreased expression are involved in receptor binding, cell adhesion molecule binding, integrin binding, adhesion junction and focal adhesion, suggesting that the adhesion strength between SSCs and their niche is decreased upon aging and eventually affects their long-term self-renewal potential. 

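A list of 67 genes of cell adhesion, integrins and cell junctions had a mean log2 fold change of -0.15 in aged over adult KIT- cells, and 19 of the 67 genes were higher in aged cells. The set was lower in aged cells by camera (adjusted p = 0.00652 over 5 gene sets) and by fry (adjusted p = 0.00345). The same list moved by a mean log2 fold change of -0.19 in aged over adult KIT+ cells (camera, adjusted p = 0.00559), and the difference between the fractions was not significant (interaction, camera, adjusted p = 0.831).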

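Between adult and aged KIT- cells, 613 genes were higher in aged cells and 412 were lower. With voom weights on the recovered reads, a setting chosen after seeing the data, 222 genes were higher and 229 lower. Of the 613 genes higher in aged cells, 280 were under 1 RPKM in each of the neonatal libraries, and 244 of these were under 1 RPKM in each KIT+ library as well. The 3 genes with the lowest p among those higher in aged cells were *SNORA17*, *Cntnap5b* and *Cmtm2a*, with log2 fold changes of 3.04, 1.55 and 2.32. Among the lower genes they were *AC161763.1*, *Oosp1* and *H1foo*, with log2 fold changes of -3.33, -3.63 and -4.7, which the 1 added to each value limits. *H1foo* had 25.3 ± 6.51 RPKM (SD, n = 2) in adult KIT- cells, 12.8 RPKM in the adult KIT+ library and 0 in all 4 aged libraries. *Oosp1* had 154 and 167 reads in the adult KIT- libraries, 63 in the adult KIT+ library and 0 in the 8 other libraries. Both are oocyte genes that were present in adult cells of either fraction. Of the 412 lower genes, 62 had a mean under 0.1 RPKM in the 8 neonatal and aged libraries.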

Strikingly, we found the aberrant expression of a large number of genes associated with spermatogenesis. For example, increased expression of the known germ cell differentiation and meiosis markers such as *Sycp2*, *Sycp3* and *Stra8* were observed in aged undifferentiated spermatogonia. 

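*Sycp2* (ENSMUSG00000060445), on chromosome 2 of mm9 from 178079998 to 178142390, had 17.8 ± 0.449 RPKM (SD, n = 2) in adult and 29.3 ± 7.82 RPKM (SD, n = 2) in aged KIT- cells. The resulting log2 fold change was 0.66 (standard error 0.19, adjusted p = 0.082 from limma with Benjamini-Hochberg adjustment), between 0.4 and 0.93 with each library left out. *Sycp3* (ENSMUSG00000020059, chromosome 10 from 87922314 to 87935981) had 26.7 ± 5.51 RPKM (SD, n = 2) in adult and 51.5 ± 19.2 RPKM (SD, n = 2) in aged cells. The log2 fold change of 0.89 (standard error 0.24, adjusted p = 0.067) ranged from 0.51 to 1.27 with a library left out. Both genes were higher in aged cells but missed the FDR cutoff of 0.05. *Stra8* was called, with 35.1 ± 8.69 RPKM (SD, n = 2) in aged KIT- cells and a log2 fold change of 1.11 over adult KIT- cells (standard error 0.22, adjusted p = 0.031), between 0.86 and 1.36 with each library left out. Its call was lost without the filter on low counts (adjusted p = 0.055), with voom weights (0.087) and on the compared groups alone (0.17).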

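A list of 45 meiosis genes had a mean log2 fold change of 0.38 in aged over adult KIT- cells, with 38 genes higher in aged cells (camera, adjusted p = 5.08e-07; fry, 0.00706; over 5 gene sets). A list of 57 spermatid and flagellum genes had a mean log2 fold change of 1.13, with 54 genes higher (camera, adjusted p = 2.86e-20; fry, 0.00511). *Tnp2* (ENSMUSG00000043050, chromosome 16 from 10788029 to 10788748), which encodes a transition protein of spermatid nuclei, rose from 10.6 ± 2.9 to 59.4 ± 6.78 RPKM (SD, n = 2 each), a log2 fold change of 2.4. Its standard error was 0.22 and its adjusted p 0.0015 in limma with Benjamini-Hochberg adjustment. *Prm1* (ENSMUSG00000022501, chromosome 16 from 10796419 to 10796979), which encodes a protamine, rose from 1.53 ± 0.193 to 10.3 ± 3.11 RPKM (SD, n = 2 each), a log2 fold change of 2.13 (standard error 0.21, adjusted p = 0.0021). The mean log2(RPKM + 1) of a list of spermatid markers was 3.1 and 2.63 in the adult KIT- libraries and 4.64 and 4.1 in the aged ones, and between 0.33 and 1.17 in the neonatal and KIT+ libraries. These values cannot tell expression in aged undifferentiated cells apart from RNA of haploid germ cells in the sorted KIT- fraction.

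**Figure D3:**
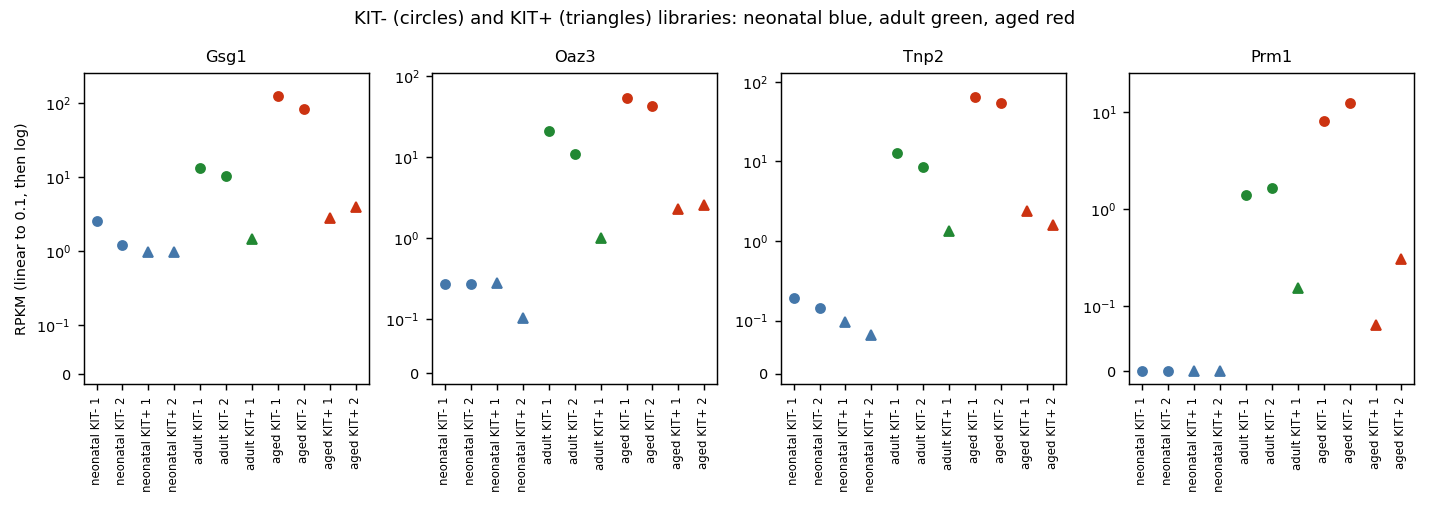
RPKM of the spermatid genes *Gsg1*, *Oaz3*, *Tnp2* and *Prm1* (vertical axes, linear to 0.1 and logarithmic above) in each of the 11 libraries (horizontal axes), with KIT- as circles, KIT+ as triangles, and neonatal in blue, adult in green and aged in red. Both aged KIT- libraries lie above both adult KIT- libraries for all 4 genes, with means of 59.4 against 10.6 RPKM for *Tnp2*.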

Consistent with this, we found that genes upregulated in the aged cells were significantly enriched for meiosis pathway and post-meiotic development such as sperm flagellum and spermatid differentiation. 

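*Taf7l* (ENSMUSG00000009596), which encodes a germ cell form of a general transcription factor subunit, lies on chromosome X of mm9 from 130994657 to 131011029. It had 143 ± 21.2 RPKM (SD, n = 2) in adult and 225 ± 99.6 RPKM (SD, n = 2) in aged KIT- cells. Its own log2 fold change of 0.59 (standard error 0.34, adjusted p = 0.35 from limma with Benjamini-Hochberg adjustment) ranged from 0.12 to 1.05 with each library left out, and was within the spread between replicates. Of the 19 target genes drawn in Fig 2C, 18 passed both cutoffs, 17 of them higher in aged cells. After adjustment over the list alone 19 passed the FDR cutoff, which shows no stability because the list is the paper's own. The median log2 fold change of the 19 genes was 1.58. Among them are spermatid genes such as *Prm1*, *Tnp2*, *Odf1* and *Oaz3*. Their rise cannot be told apart from RNA of haploid germ cells in the sorted KIT- fraction, so it does not show that *Taf7l* was more active. *Gsg1* (ENSMUSG00000030206, chromosome 6 from 135187347 to 135204354) changed most, from 11.7 ± 2.24 to 104 ± 30.5 RPKM (SD, n = 2 each). That is a log2 fold change of 3.02 (standard error 0.29, adjusted p = 0.0018), between 2.72 and 3.32 with each library left out. *Oaz3* and *Tsks* rose by log2 fold changes of 1.61 and 1.97 (adjusted p = 0.019 and 0.01 in limma). Both were lost with a pseudocount of 0.1 (0.054 and 0.099), under which 6 of the 17 were called, and 8 were called with voom weights. *Fscn1* fell by 0.71 on the log2 scale (adjusted p = 0.034), a call lost with a GC trend removed (0.056), a setting chosen after seeing the data. *Spata6*, at a log2 fold change of 0.89, was not called (adjusted p = 0.12).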

IPA analysis identified *Taf7l*, which regulates a group of genes related to meiosis, as the most significant upstream regulator responsible for transcriptional changes in aging SSCs, and is required for meiotic cell cycle progression in mouse spermatogenesis (Fig 2C) [28,29]. We further examined the gene expression of *Taf7l* downstream targets by qRT-PCR, and we found several genes were upregulated in aged cells, such as *Gsg1*, *Oaz3* and *Tsks* (Fig 2D). Moreover, a point mutation of human *TAF7L* is associated with infertility [30].

We then focused on the alteration of genes preferentially expressed in KIT- cells to ask how aging affects genes presumably important for SSC maintenance. 

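KIT- preferential genes were taken as those more than 4-fold higher in adult KIT- than in KIT+ cells at an FDR of at most 0.05, which gave 130 genes. Of these, 8 were lower in aged than in adult KIT- cells, or 6.2% against 2.2% of the other tested genes (odds ratio 2.9, Fisher's exact test, two-sided, p = 0.0089). Both comparisons use the same 2 adult KIT- libraries, so noise in these raises this overlap by itself, and the test, which takes the lists as independent, does not allow for it. With a pseudocount of 0.1, which shrinks low genes less, 414 genes were preferential and 14 of them were lower in aged cells. Of the 20 genes drawn in Fig 2F, all 20 were lower in the adult KIT+ library, with a lowest log2 fold change of -4.47 and a median of -2.05, and all 20 passed the FDR cutoff. In aged KIT- cells the same genes had log2 fold changes from -1.52 to -0.55, and 6 passed the FDR cutoff over all tested genes. All 20 passed it when adjusted over the list alone, which shows no stability because the list is the paper's own.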

Surprisingly, we only found 20 out of 615 (3%) KIT- preferential genes showed a declined trend during aging (Fig 2E). Among these genes, *Ddit4* is of particular interest because of its high expression, large fold-changes and strong specificity in KIT- cells (Fig 2F). 

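In aged KIT- cells *Ddit4* had 56.6 ± 0.4 RPKM (SD, n = 2), below both adult KIT- libraries, which had 152 and 103 RPKM. The log2 fold change, aged over adult, was -1.13 (standard error 0.22, adjusted p = 0.026 from limma with Benjamini-Hochberg adjustment). With each library left out in turn it stayed between -1.41 and -0.85. In the fit on the adult and aged KIT- libraries alone the adjusted p was 0.19, and the gene was not called.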

*Ddit4* has been identified as a putative PLZF target and plays a critical role in the regulation of SSC self-renewal via inhibiting mTORC1 activity [22]. 

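*Mbnl2* (ENSMUSG00000022139), on chromosome 14 of mm9 from 120674891 to 120830919, had 22.1 ± 0.0935 RPKM (SD, n = 2) in adult and 14.8 ± 0.791 RPKM (SD, n = 2) in aged KIT- cells. A log2 fold change of -0.55 (standard error 0.18) stayed between -0.6 and -0.5 with each library left out but missed the FDR cutoff (adjusted p = 0.11 from limma with Benjamini-Hochberg adjustment). *Ptch1* (ENSMUSG00000021466, chromosome 13 from 63610261 to 63674474) had 31.6 ± 1.33 RPKM (SD, n = 2) in adult and 17.9 ± 3.34 RPKM (SD, n = 2) in aged cells. In log2 terms the change was -0.8 (standard error 0.19, adjusted p = 0.047). The call was lost with a pseudocount of 0.1 (adjusted p = 0.091), without the filter on low counts (0.065) and on the compared groups alone (0.19). It was also lost in 3 settings chosen after seeing the data, median-of-ratios scaling (0.055), thinning to equal depth (0.063) and removal of a GC trend (0.06). *Tcl1* (ENSMUSG00000041359, chromosome 12 from 106454967 to 106460947) had 23.2 ± 3.35 RPKM (SD, n = 2) and 7.87 ± 3.86 RPKM (SD, n = 2). Its log2 fold change was -1.52 (standard error 0.29, adjusted p = 0.027), between -1.97 and -1.06 with each library left out, and on the compared groups alone its adjusted p was 0.21. *Tcl1* belongs to a family of close copies on chromosome 12, between which the counting could have split reads, so its values are uncertain.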

Other notable downregulated genes include: *Mbnl2*, a member of the muscleblind protein family that modulates alternative splicing of pre-mRNAs [31]; *Ptch1*, a component of hedgehog signaling which is linked with age-related diseases [32]; *Tcl1*, a known downstream target of *Oct4*. On the other hand, 140 of KIT- enriched genes (22%) increased upon aging (Fig 2E). 

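Of the 130 KIT- preferential genes, 10 were higher in aged than in adult KIT- cells, or 7.7% against 3.3% of the other tested genes (odds ratio 2.44, Fisher's exact test, two-sided, p = 0.012). With a pseudocount of 0.1 the number was 30. With voom weights on the recovered reads it was 1.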

GO analysis concurs with aforementioned results that they are mainly associated with the spermatogenesis-related function such as spermatid development, flagellated sperm motility, and fertilization.

Intriguingly, we performed network analysis using IPA to define the functional networks of aging associated genes and identify a top ranked network centered around the TGF-β pathway (Fig 2G), supporting the notion that irregularity of TGF-β signaling may contribute to the functional age-related declines that occur in stem cells with age [33].

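The network in Fig 2G draws 10 genes as higher and 12 as lower upon aging. In aged over adult KIT- cells all 10 were higher, with a median log2 fold change of 0.78, and 8 passed the FDR cutoff over all tested genes. All 12 were lower, with a median of -0.82, and 8 passed. Adjusted over each list alone, 10 and 12 passed, which shows no stability because the lists are the paper's own. *Gdf9* (ENSMUSG00000018238), a TGF-β family ligand gene on chromosome 11 of mm9 from 53244525 to 53251406, had 12.6 ± 4.13 RPKM (SD, n = 2) in adult and 0.292 ± 0.271 RPKM (SD, n = 2) in aged KIT- cells. This gave a log2 fold change of -3.38 (standard error 0.25, adjusted p = 0.00058 from limma with Benjamini-Hochberg adjustment). *Bmp15* (ENSMUSG00000023279, chromosome X from 5891225 to 5897839) had 172 and 183 reads in the adult KIT- libraries and 0 reads in all 4 aged libraries, with a log2 fold change of -2.34 that the 1 added to each value limits (standard error 0.13, adjusted p = 0.00018). *Gdf9* and *Bmp15* are oocyte genes, and in the adult KIT+ library they stood at 6.13 and 2.01 RPKM. *Tgfb1* (ENSMUSG00000002603, chromosome 7 from 26472021 to 26490096) had 1.68 ± 0.475 RPKM (SD, n = 2) in adult and 0.223 ± 0.0352 RPKM (SD, n = 2) in aged cells. The resulting log2 fold change was -1.12 (standard error 0.26, adjusted p = 0.043), and it was not called in 5 of the 9 other settings (2 of these 5 were chosen after seeing the data), with adjusted p-values from 0.057 to 0.17. *Tgfbr3* (ENSMUSG00000029287, chromosome 5 from 107535589 to 107718648) fell from 6.51 ± 1.04 to 3.28 ± 0.926 RPKM (SD, n = 2 each). At a log2 fold change of -0.82 (standard error 0.22) it was called only with voom weights (adjusted p = 0.05, against 0.063 in the fit on log2 values). *Bmpr2* was not called, with a log2 fold change of -0.68 (adjusted p = 0.088 in limma). The paper describes the network as centred on the TGF-β pathway.

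**Figure D4:**
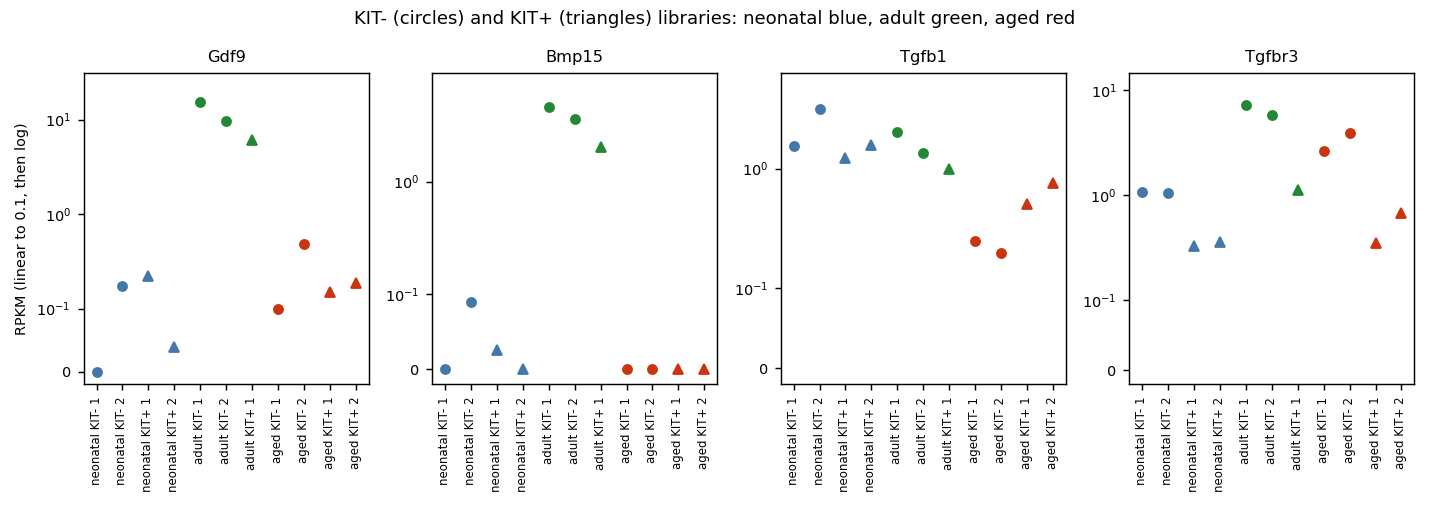
RPKM of *Gdf9*, *Bmp15*, *Tgfb1* and *Tgfbr3* (vertical axes, linear to 0.1 and logarithmic above) in each of the 11 libraries (horizontal axes), with KIT- as circles, KIT+ as triangles, and neonatal in blue, adult in green and aged in red. *Gdf9* and *Bmp15* are highest in the 3 adult libraries, including KIT+ (6.13 and 2.01 RPKM), whereas *Tgfb1* and *Tgfbr3* are lower in both aged KIT- libraries than in both adult KIT- libraries.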

### Alternative splicing regulation in the maintenance and aging of adult undifferentiated spermatogonia

Recent results highlight that alternative splicing also contributed to cell- and species-specific differentiation [34,35]. Our analyses showed that splicing regulator *Mbnl2* is highly enriched in KIT- cells and displays aberrant expression upon aging (Fig 2F). 

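*Mbnl2* stood at 2.36 RPKM in the adult KIT+ library, and its log2 fold change, KIT+ over KIT-, was -2.78 (standard error 0.22, adjusted p = 0.00083 from limma with Benjamini-Hochberg adjustment). It was the gene that fell most among the splicing regulators drawn in Fig 3A. On the adult libraries alone its adjusted p was 0.079.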

GO analysis using both age-upregulated and age-downregulated genes revealed that the major pathways associated with older SSCs were mainly involved in the processing of the primary RNA transcripts (GO:0003723: RNA binding, p<7.026E-5 and p<3.731E-17, respectively). To comprehensively analyze the alteration in the splicing landscape, we monitored the expression of all known RNA splicing regulators expressed in spermatogonia (n = 143) during the KIT transition and aging. We found 51 and 20 regulators exhibited altered expression in KIT transition and during aging respectively (Fig 3A–3C). 

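Of the 51 regulators drawn in Fig 3A, 22 passed the FDR cutoff between adult KIT- and KIT+ cells over all tested genes, 12 of them higher in KIT+ and 10 higher in KIT- cells. Adjusted over the list alone 32 passed, which shows no stability because the list is the paper's own. The direction was the drawn one in 35 genes higher and 16 genes lower in KIT+ cells, although *Rnpc3*, counted among the higher ones, had a log2 fold change of 0. The axis of Fig 3B names aged KIT+ over adult KIT- cells, but its bars argue against that label. *Rod1*, drawn at about 0.64, had a log2 fold change of 0.57 in aged over adult KIT- cells. Its mean was lower in aged KIT+ (19.6 RPKM) than in adult KIT- cells (32.8 RPKM). *Mbnl2*, drawn at about -0.6, changed by -0.55 in KIT- cells, but had 1.76 RPKM in aged KIT+ and 22.1 RPKM in adult KIT- cells. All 13 genes drawn lower and all 7 drawn higher had that direction in aged over adult KIT- cells. Of the 20 regulators drawn in Fig 3B, 9 passed the FDR cutoff between adult and aged KIT- cells. Of these, 3 were higher and 6 lower in aged cells, and all 20 passed over the list alone. They ranged from *Snrpf*, which fell from 56.3 ± 10.1 to 20.0 ± 4.32 RPKM (SD, n = 2 each), to *Rbmx2*, which had 9.24 ± 0.603 RPKM in adult and 21.5 ± 11.6 RPKM in aged cells (SD, n = 2 each). *Snrpf* was called (log2 fold change -1.45, adjusted p = 0.004 in limma with Benjamini-Hochberg adjustment). *Rbmx2* was not (1.03, adjusted p = 0.12). With voom weights on the recovered reads, 11 of the 51 regulators passed in adult cells.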

For example, we observed downregulation of both *Mbnl1* and *Mbnl2* encoding muscleblind proteins and the upregulation of *Elavl2*, *Elavl3*, and *Mbnl3* during KIT transition. 

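*Mbnl1* (ENSMUSG00000027763), on chromosome 3 of mm9 from 60277032 to 60433670, had 4.52 ± 0.165 RPKM (SD, n = 2) in adult KIT- cells and 2.45 RPKM in the KIT+ library. The log2 fold change of -0.68 (standard error 0.23) missed the FDR cutoff (adjusted p = 0.089 from limma with Benjamini-Hochberg adjustment). It passed with a GC trend removed, a setting chosen after seeing the data (-0.83, adjusted p = 0.04). *Mbnl3* (ENSMUSG00000036109, chromosome X from 48470446 to 48559709) had 2.01 ± 0.376 RPKM (SD, n = 2) in KIT- and 4.99 RPKM in KIT+ cells. That is a log2 fold change of 1.0 (standard error 0.19, adjusted p = 0.014), between 0.87 and 1.13 with each KIT- library left out. *Elavl2* (ENSMUSG00000008489, chromosome 4 from 90917454 to 91066675) had 3.48 ± 0.233 RPKM (SD, n = 2) and 7.92 RPKM, with a log2 fold change of 1.0 (standard error 0.27, adjusted p = 0.045). Its call was lost without the filter on low counts (0.062), with voom weights (0.084), after thinning (0.054) and with a GC trend removed (0.071). *Elavl3* (ENSMUSG00000003410, chromosome 9 from 21819449 to 21856467) had 0.245 ± 0.0252 RPKM (SD, n = 2) and 1.05 RPKM. At a log2 fold change of 0.72 (standard error 0.16, adjusted p = 0.025), it was lost with a pseudocount of 0.1 (0.053), with voom weights (0.26) and after thinning (0.054). On the adult libraries alone *Mbnl3*, *Elavl2* and *Elavl3* had adjusted p-values of 0.1, 0.082 and 0.08, and with the block within age 0.12, 0.15 and 0.14.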

We further validated the upregulation of splicing factors by qRT-PCR, which showed the significant increase of mRNA level in *Mbnl2*, *Bicc1* and *Rbm20* in KIT- cells compared with KIT+ cells (S4 Fig).

**Fig 3:**
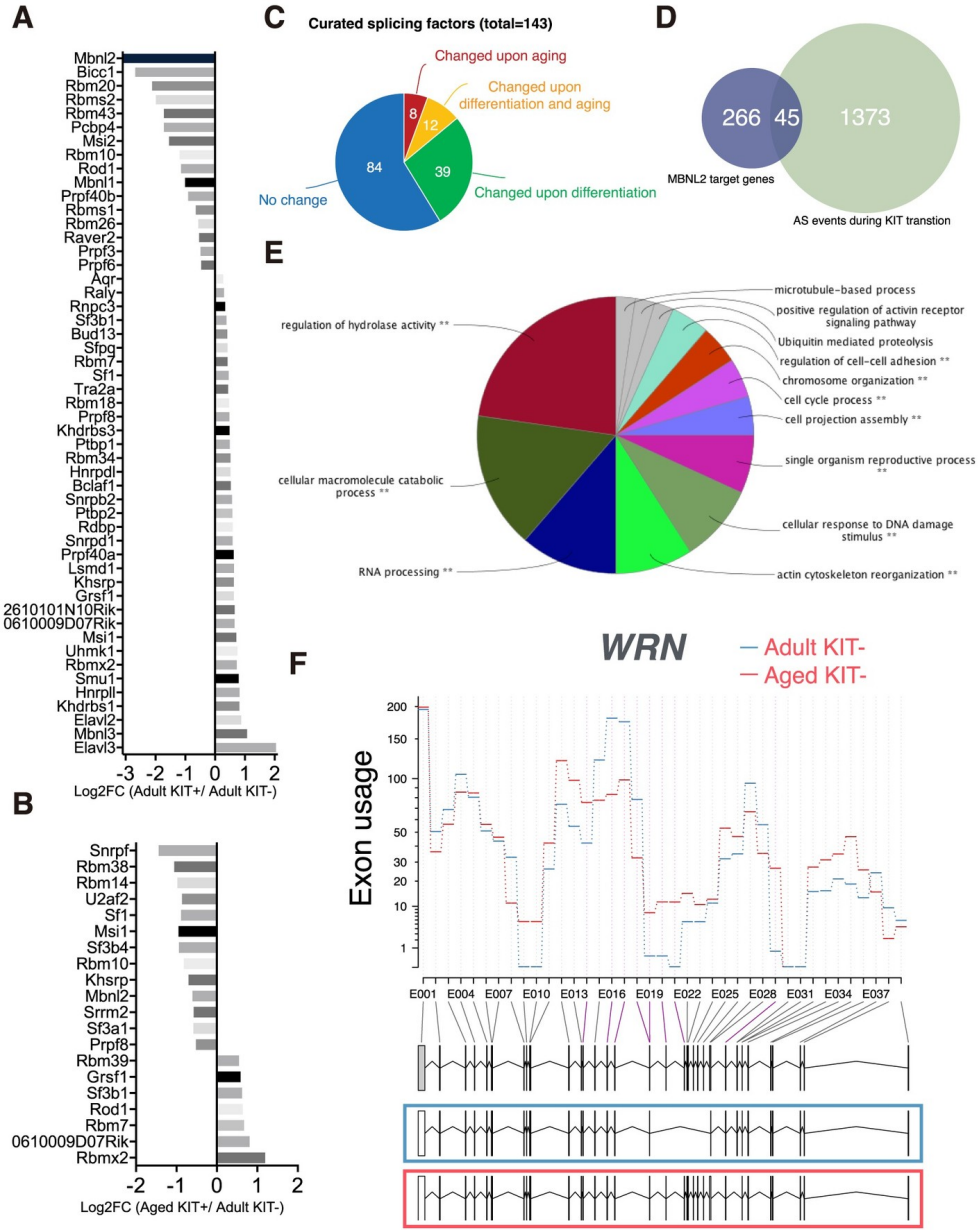
Post-transcriptional regulation during SSC differentiation and aging. (A-B) Column bar chart shows the fold change of splicing factors identified as differentially expressed during differentiation (A) and aging (B). (C) Pie chart showing the proportion of splicing factors whose expression levels were altered during SSC differentiation and aging. (D) Venn diagram of the overlap between MBNL2 target genes and differential alternative splicing events detected during differentiation. (E) GO enrichment analysis of the altered genes by comparing adult and aged undifferentiated SSCs. (F) The example of WRN showed differential exon usage upon aging, indicating regulated isoform expression level at different stages.

To monitor the splicing regulation, we analyzed the differential usage of exons between KIT- and KIT+ cells using DEXseq and found 1418 genes that showed evidence of differential exon usage. The alternative splicing events detected cover 45 out of 313 MBNL2 binding targets, which is consistent with the fact that MBNL2 is the most specific splicing factor enriched in KIT- cells (Fig 3D) [36]. On the other hand, genes with alternative splicing changes occurring during aging are associated with regulation of hydrolase activity, RNA processing, cellular response to DNA damage and cell cycle regulation (Fig 3E). We used ToppGene to survey the mouse phenotype database and found that mice with alteration in these genes shown phenotypes related to infertility such as small testis (p = 1.818E-5), decreased male germ cell number (p = 2.910E-5) and abnormal male germ cell morphology (p = 8.766E-5). Interestingly, the Werner syndrome protein gene (*WRN*), a member of RecQ family of DNA helicases, showed differential alternative splicing (Fig 3F). Mutations in the *WRN* gene give rise to Werner syndrome (WS) and the affected individuals exhibit features of accelerated aging [37].

These findings suggest transcript isoform regulation is an unexpectedly abundant regulatory mechanism in SSC differentiation and aging.

### Dynamic lncRNA expression during spermatogonial differentiation and aging

Recently, lncRNAs have been linked to stem cell self-renew and detrimental pathways regulating the aging process in skeletal muscle stem cells, hematopoietic stem cells and gut epithelium [38]. Therefore, we tested the hypothesis that the manifestations of aging in SSCs are associated with dysregulation of lncRNA expressions. We first employed the Ensembl annotation to provide a standardized and up-to-date analysis of lncRNA gene expression according to the biotype annotations. 

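The files hold 3826 genes whose type in the GENCODE M1 annotation is a long non-coding RNA, 1271 of them lincRNAs and 2555 processed transcripts. Of these, 2825 were above 0 in at least 1 library, 851 reached 1 RPKM in at least 1 library, and 652 reached a group mean of 1 RPKM. Transcripts that the authors assembled themselves were not analysed here.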

Out of the 3,506 genes annotated as “lincRNA”, “anti-sense” or “non-coding” (referred to as “lncRNA” for the remainder of this study), we detected 1,433 expressed at ≥ 1 FPKM. We subsequently established a bioinformatic pipeline for detecting novel lncRNAs (S1 Text and S5A and S5B Fig). S6 Fig showed several examples of the most abundant novel lncRNAs identified. Using DESeq2, we conducted the differential gene expression analysis and performed clustering using all differentially expressed lncRNAs. 

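Distances over the 1298 annotated lncRNAs that passed the filter on low counts were smaller between neonatal KIT- and KIT+ libraries (0.43, range 0.38 to 0.47 over 4 library pairs) than between adult (0.51, range 0.48 to 0.54 over 2 pairs) or aged ones (0.68, range 0.63 to 0.73 over 4 pairs). Replicates lay 0.46 apart in neonatal KIT- cells, 0.36 in neonatal KIT+ cells, 0.35 in adult KIT- cells, 0.67 in aged KIT- cells and 0.38 in aged KIT+ cells. The neonatal and aged KIT- to KIT+ distances were therefore not clearly larger than the largest distance between replicates of those groups. Neonatal and adult libraries lay 0.59 apart in KIT- cells and 0.48 in KIT+ cells. Adult and aged libraries lay 0.61 apart in KIT- cells (range 0.54 to 0.68) and 0.46 apart in KIT+ cells (range 0.41 to 0.51). With average linkage, the first division set a single aged KIT- library apart, and the next one the 2 adult KIT- libraries together with the other aged KIT- library. Neonatal libraries and the adult and aged KIT+ libraries separated only at 5 clusters, and the neonatal fractions were not separated at up to 6. Between adult and neonatal KIT- cells 144 annotated lncRNAs passed the FDR cutoff, and between aged KIT- and KIT+ cells 166. Between the neonatal fractions 1 passed, and 96 had an unadjusted p of at most 0.05.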

Our analysis showed that lncRNAs, similar to their coding counterparts, distinguished adult from neonatal, KIT- cells from KIT+ cells and young adult from aged adult samples (Fig 4A), suggesting that the expression of lncRNAs is also tightly regulated during SSC differentiation and aging.

**Fig 4:**
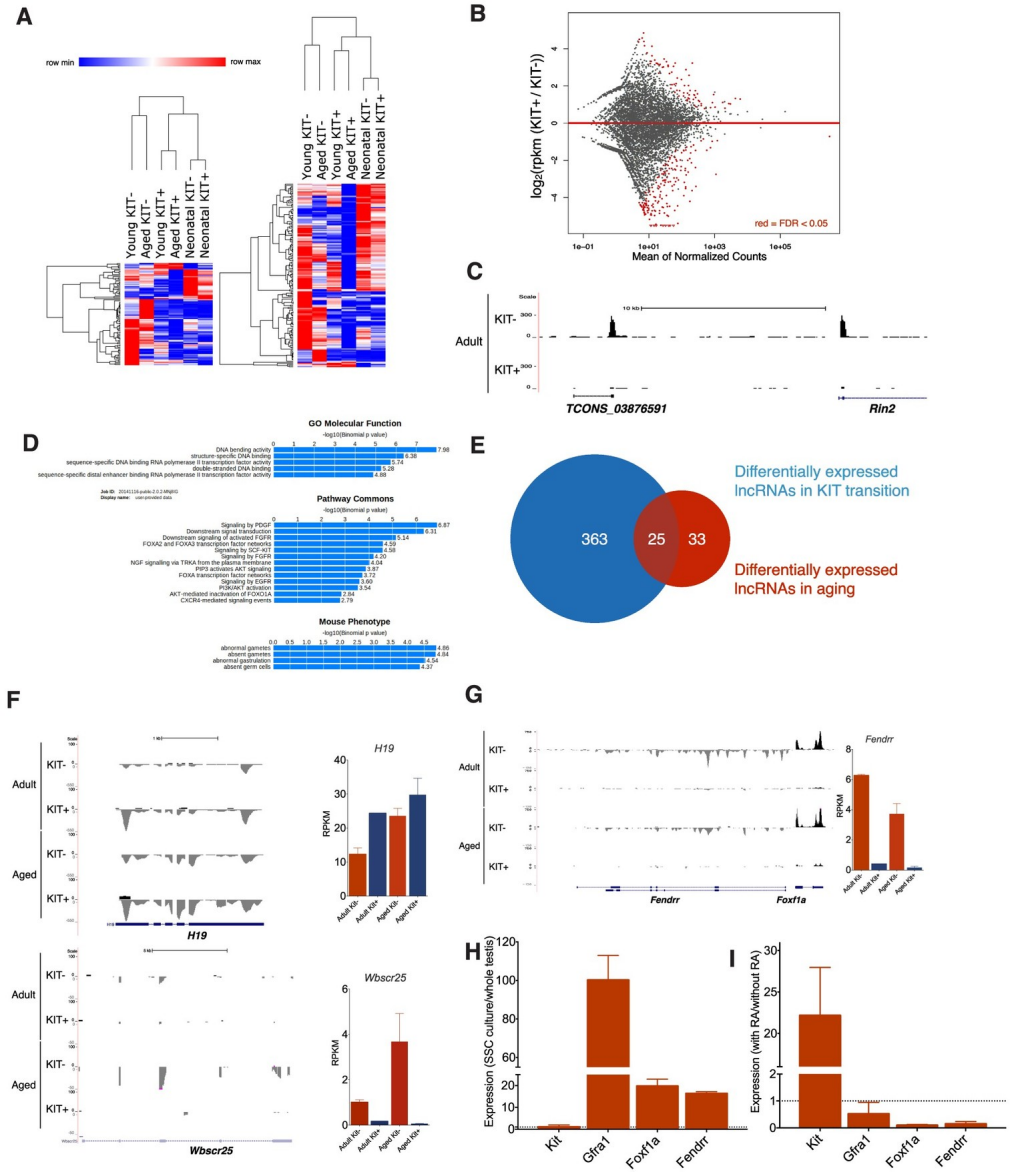
Expression of lncRNAs is tightly regulated during SSC differentiation and aging. (A) Heatmaps showing hierarchical clustering of differentially expressed transcripts of both known and novel lincRNA. (B) The MA plot shows the logarithm of the ratio between expression levels in KIT- and KIT+ populations versus the average expression of individual genes. The red dots depict the differentially expressed lncRNA (FDR< 0.05). (C) UCSC Genome Browser tracks for the KIT- cells specific novel lncRNA TCONS_03876591. (D) Functional prediction of lncRNAs regulated during differentiation by “Guilt-by-association” (GBA) analysis. (E) Venn diagram showing the number of lncRNAs with highly significant expression difference during KIT transition and aging (FDR<0.05) and 25 lncRNAs found commonly involved in both processes. (F) UCSC Genome Browser tracks for *H19* and *Wbscr25* with expression levels shown on the right. (G) UCSC Genome Browser tracks for *Fendrr* with expression levels shown on the right. (H) Relative expression levels of *Fendrr* and *Foxf1a* between SSC culture and whole testis (dash dot line: y = 1). (I) Expression level changes of *Fendrr* and *Foxf1a* after RA treatment (dash dot line: y = 1).

Next, we characterized the expression of lncRNAs within the spermatogonial differentiation paradigm. 

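Among the tested annotated lncRNAs, 53 passed an FDR of at most 0.05 between adult KIT- and KIT+ cells, 19 higher in KIT+ and 34 higher in KIT- cells. The setting that raised this number most was testing every gene without a filter on low counts, which gave 197. With voom weights on the recovered reads, chosen after seeing the data, it was 7.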

We compared the adult KIT- and KIT+ samples and identified 388 lncRNAs displaying a significant change (FDR < 0.05) (Fig 4B). For example, TCONS_03876591 is a novel lincRNA that is specifically expressed in KIT- cells (Fig 4C). It is located near *Rin2*, which was also significantly differentially expressed between KIT- and KIT+ cells. 

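*Rin2* (ENSMUSG00000001768), on chromosome 2 of mm9 from 145610470 to 145713352, had 23.5 ± 1.17 RPKM (SD, n = 2) in adult KIT- cells and 1.61 RPKM in the adult KIT+ library. In log2 terms the change was -3.23 (standard error 0.18, adjusted p = 0.00028 from limma with Benjamini-Hochberg adjustment), between -3.28 and -3.18 with each KIT- library left out. On the adult libraries alone its adjusted p was 0.079. The assembled lncRNA near it was not analysed here.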

Considering that lncRNAs have been shown to regulate proximal coding genes in *cis*, we searched for protein-coding genes 1000 kb upstream and downstream of the lncRNAs [39]. GO analysis of *cis* lncRNA targets revealed significant overrepresentation in terms involved in the regulation of gene expression, such as DNA bending activity, structure-specific DNA binding, sequence-specific DNA binding RNA polymerase II transcription factor activity and double-stranded DNA binding (Fig 4D), which is in line with the reported roles of lncRNA as transcriptional regulator. Pathway analysis showed that these *cis* target genes of lncRNAs were enriched in pathways that were related to spermatogenesis such as PDGF, FGF and SCF-KIT signaling pathways (Fig 4D). These findings suggested that lncRNAs might act on its neighbouring protein-coding genes in *cis* to regulate spermatogonial differentiation.

Next, we identified 58 lncRNAs with altered expression in the course of aging, 25 of which are also differentially expressed during differentiation (Fig 4E). 

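Among the annotated lncRNAs, 73 passed the FDR cutoff between adult and aged KIT- cells, 26 higher and 47 lower in aged cells, and 9 of the 73 had also passed between adult KIT- and KIT+ cells. Of the 47 lower ones, 11 had a mean under 0.1 RPKM in the 8 neonatal and aged libraries. With only genes of a mean of at least 1 RPKM, 20 lncRNAs passed upon aging, without the filter on low counts 136, and with voom weights 7. The 9 shared lncRNAs moved the same way in both comparisons, which use the same 2 adult KIT- libraries, so noise in these alone favours shared directions. *5031434O11Rik* had a log2 fold change of -1.36 in both (adjusted p = 0.0047 and 0.0039 in limma with Benjamini-Hochberg adjustment). *Gm12569* was higher in KIT+ and in aged cells (1.2 and 0.84), and *Xist* was lower in both (-0.79 and -0.59).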

For example, the lncRNA *H19* has been shown to play a role in growth, proliferation, cell cycle, apoptosis, and aging [40]. Enhanced expression of *H19* due to loss of imprinting of the *H19* locus was observed in normal human prostate tissues during aging. 

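*H19* (ENSMUSG00000000031), an imprinted lncRNA gene on chromosome 7 of mm9 from 149761434 to 149764048, had 12.3 ± 2.58 RPKM (SD, n = 2) in adult and 23.6 ± 3.08 RPKM (SD, n = 2) in aged KIT- cells. Both aged libraries were above both adult ones. The log2 fold change was 0.89 (standard error 0.22), between 0.7 and 1.09 with each library left out, and missed the FDR cutoff (adjusted p = 0.052 from limma with Benjamini-Hochberg adjustment). It passed when only genes with a mean of at least 1 RPKM were tested (adjusted p = 0.049). It also passed in 2 settings chosen after seeing the data, median-of-ratios scaling (0.045) and removal of a GC trend (0.037). In KIT+ cells *H19* had 24.4 RPKM in the adult library and 29.8 ± 6.89 RPKM (SD, n = 2) in aged cells.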

Consistent with this, we found the expression level of *H19* was elevated in aged undifferentiated spermatogonia (Fig 4F). Another candidate is *Wbscr25* (Williams Beuren syndrome chromosome region 25), which is highly enriched in KIT- cells and increased expression in aged cells (Fig 4F).

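*Wbscr25* (ENSMUSG00000054909), annotated as a lincRNA on chromosome 5 of mm9 from 135463303 to 135477220, rose from 1.01 ± 0.149 RPKM (SD, n = 2) in adult to 3.68 ± 1.75 RPKM (SD, n = 2) in aged KIT- cells. Its log2 fold change was 1.17 (standard error 0.23, adjusted p = 0.029 from limma with Benjamini-Hochberg adjustment), between 0.78 and 1.56 with each library left out. The call was lost with a pseudocount of 0.1 (adjusted p = 0.09), with voom weights (0.21) and on the compared groups alone (0.24). In KIT+ cells it stood at 0.171 RPKM in the adult library and 0.0617 ± 0.00837 RPKM (SD, n = 2) in aged cells. The difference between the fractions was significant in aged cells (log2 fold change -2.09, standard error 0.23, adjusted p = 0.00091) and not in adult cells (-0.78, standard error 0.28, adjusted p = 0.11).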

Among the known lncRNAs with significant expression changes in the process of KIT transition and aging, *Fendrr* (Fetal-lethal noncoding developmental regulatory RNA) caught our attention (Fig 4G). It displayed exclusive expression in KIT- cells, suggesting its potential role in stem cell maintenance. 

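*Fendrr* is listed under the name *1110050K14Rik* (ENSMUSG00000087156), a lincRNA. Its level fell from 6.29 ± 0.0982 RPKM (SD, n = 2) in adult to 3.73 ± 0.959 RPKM (SD, n = 2) in aged KIT- cells. The log2 fold change, aged over adult, was -0.64 (standard error 0.19) and missed the FDR cutoff (adjusted p = 0.088 from limma with Benjamini-Hochberg adjustment). With each library left out it stayed between -0.85 and -0.43.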

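In KIT+ cells *Fendrr* stood at 0.415 RPKM in the adult library and at 0.169 ± 0.115 RPKM (SD, n = 2) in aged cells. The log2 fold change, KIT+ over KIT-, was -2.37 in adult cells (standard error 0.23, adjusted p = 0.0013 from limma with Benjamini-Hochberg adjustment) and -2.01 in aged cells (standard error 0.19, adjusted p = 0.00049). In adult cells it stayed between -2.38 and -2.35 with each KIT- library left out, and was not called with voom weights (adjusted p = 0.06) or on the adult libraries alone (0.079). Neonatal cells had 0.432 ± 0.112 RPKM (SD, n = 2) in the KIT- and 0.1 ± 0.0106 RPKM (SD, n = 2) in the KIT+ fraction.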

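*Fendrr* is annotated on the minus strand of chromosome 8 of mm9 from 123578782 to 123606932, and *Foxf1a* (ENSMUSG00000042812) on the plus strand from 123608286 to 123610851, with 1353 bp between the 2 genes. *Foxf1a* had 33.2 ± 3.6 RPKM (SD, n = 2) in adult KIT- cells and 1.6 RPKM in the adult KIT+ library, a log2 fold change of -3.71 (standard error 0.29). Its adjusted p was 0.0008 in limma with Benjamini-Hochberg adjustment, and 0.079 on the adult libraries alone. In aged cells it had 27.1 ± 2.53 RPKM (SD, n = 2) in the KIT- and 2.37 ± 1.07 RPKM (SD, n = 2) in the KIT+ fraction, a log2 fold change of -3.1 (adjusted p = 0.00022 by the same test). Between adult and aged KIT- cells no difference in *Foxf1a* was called (log2 fold change -0.28, adjusted p = 0.53).

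**Figure D5:**
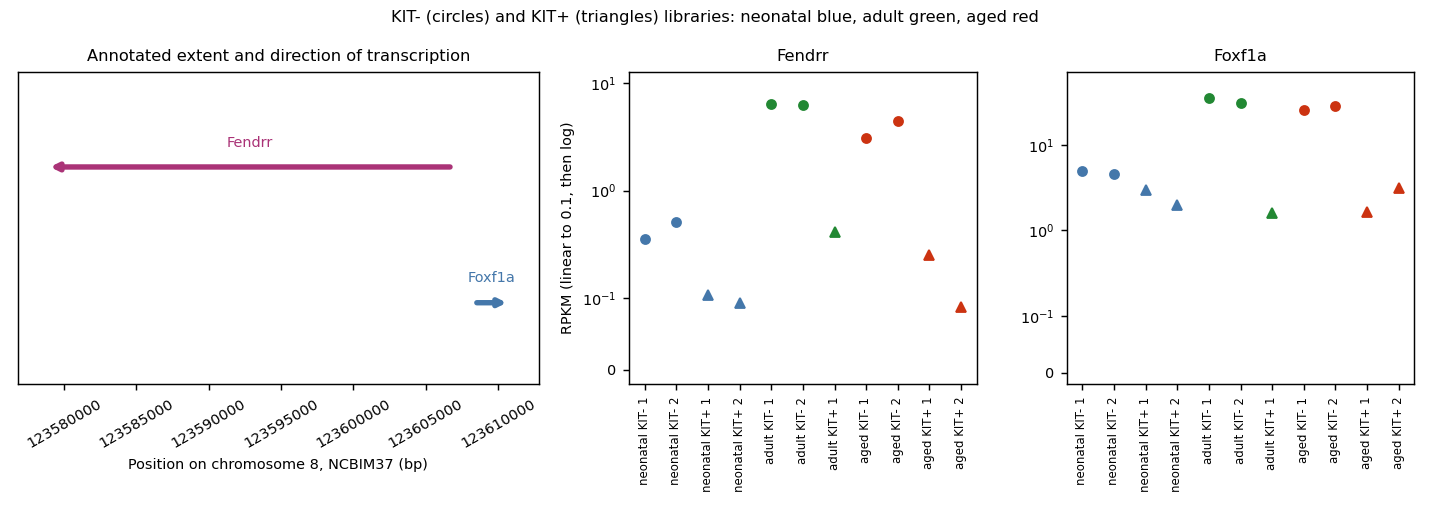
Left, annotated extent and direction of *Fendrr* and *Foxf1a* on chromosome 8 of NCBIM37 (mm9). Middle and right, RPKM of each gene (vertical axes, linear to 0.1 and logarithmic above) in each of the 11 libraries, with KIT- as circles, KIT+ as triangles, and neonatal in blue, adult in green and aged in red; at both adult ages both genes are higher in KIT- cells, for *Foxf1a* 33.2 against 1.6 RPKM in adult cells.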

*Fendrr* is divergently transcribed from the transcription factor-coding gene *Foxf1a*, and they share a similar expression pattern. We speculated that it should be highly expressed in SSC cultures, but at low levels in the adult testis, where true stem cells are a rare subpopulation. Using RT-PCR, we confirmed the relative expression levels of *Fendrr* and its neighbouring gene *Foxf1a* were higher in SSC cultures than whole adult testis (Fig 4H). This lncRNA-protein gene pair also underwent significant changes in response to spermatogonial differentiation, with a decrease of almost 90% after 48 hours of RA treatment (Fig 4I).

### Decreased SSC differentiation is associated with decreased gene bivalency

To investigate the epigenetic regulatory programs behind the transcriptional changes associated with SSC differentiation and aging, we first examined how histone modifications may regulate the differentiation of spermatogonia. We performed genome-wide analysis of H3K4me3 and H3K27me3 by ChIP-Seq and identified a set of bivalent promoters (Fig 5A). We found bivalent promoters were overrepresented in genes encoding cell–cell signaling molecules, developmental regulators, cell adhesion molecules and embryonic morphogenic proteins. Previous reports have shown that bivalent promoters are dynamically regulated during stem cell differentiation, but the role of bivalency in the course of SSC differentiation remains largely unknown [41,42]. Globally, we found a moderate inverse correlation between the change in the enrichment of H3K27me3 with the change in expression of differentially regulated genes during differentiation (Fig 5B). We then examined the number of genes associated with each promoter class in each cell type (S8 Fig). Strikingly, we found that less differentiated KIT- cells are associated with more genes belonging to the H3K27me3-high bivalent (I) class. Careful inspection of the promoters failed to be categorized into H3K27me3-high bivalent class revealed that they decrease the repressive H3K27me3 mark but maintain the active H3K4me3 mark, representing promoters revolving to H3K4me3 monovalency (Fig 5C). Unlike stable bivalent promoters which have a predisposition for downregulation during differentiation, resolving promoters were associated with a significant upregulation of gene expression during the differentiation of spermatogonia (Fig 5D). For example, induction of the differentiation related genes *Kit* and *Stra8* was accompanied by decreased H3K27me3 level during differentiation (S7A and S7B Fig). 

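By reads on the gene, *Kit* was covered by 402 and 627 reads in the adult KIT- libraries and 6553 in the adult KIT+ library, and *Stra8* by 342, 465 and 2243. With each KIT- library left out in turn, the log2 fold change, KIT+ over KIT-, stayed between 3.46 and 3.63 for *Kit* and at 2.46 for *Stra8*. In aged cells *Kit* had a log2 fold change of 2.77.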

GO analysis showed that this set of bivalent genes are associated with plasma membrane and cell junction (Fig 5E). Our data thus show that while the genomic location of H3K27me3 is mostly conserved, the extent of gene bivalency differs quantitatively during KIT transition. This suggested the involvement of resolving bivalency in transcriptional activation in SSC differentiation, which is in line with ESC differentiation [43].

**Fig 5:**
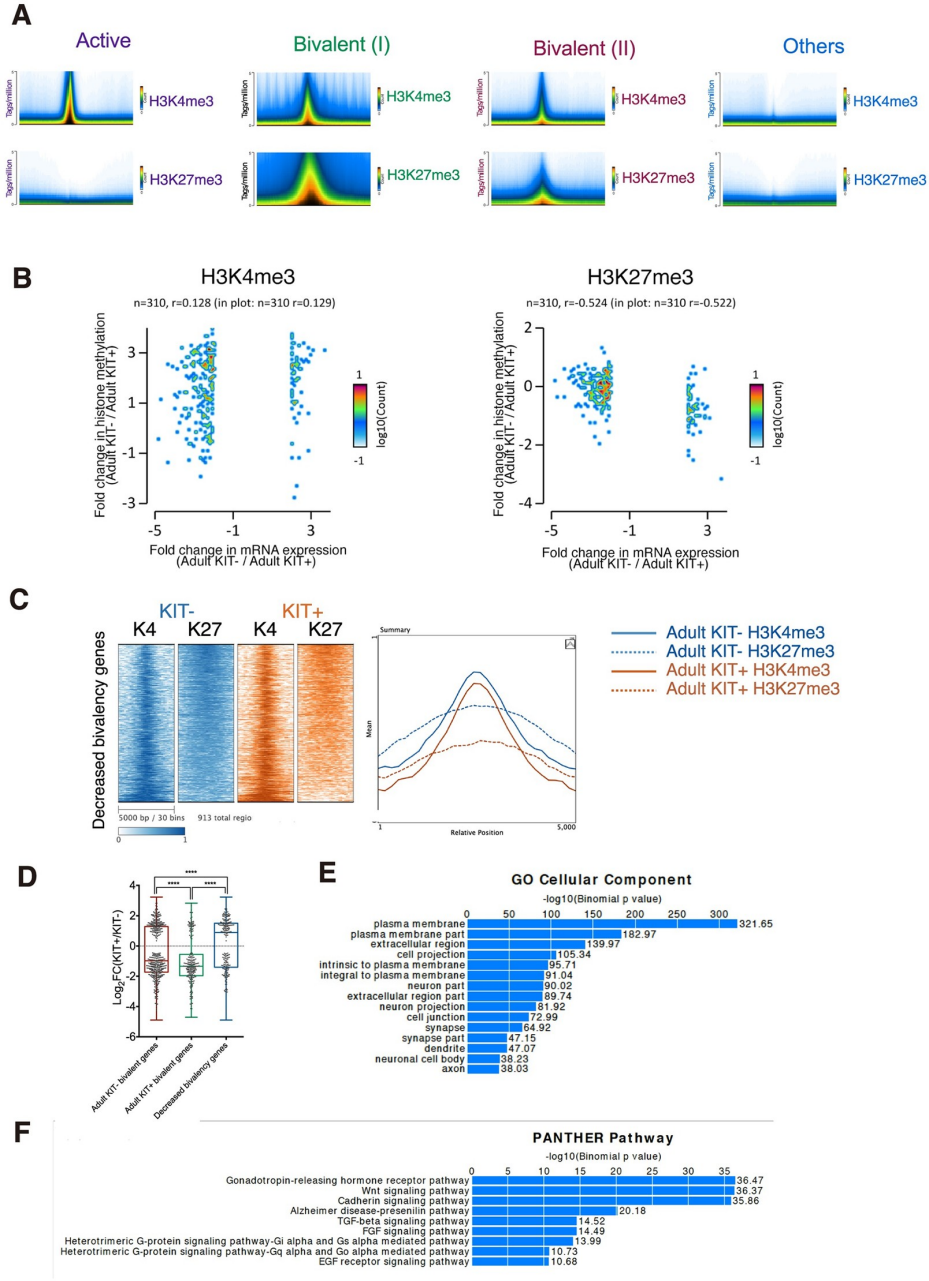
Gene bivalency on transcriptional regulation during the adult KIT transition. (A) The average profile plots for each category of promoter. (B) Negative correlation of H3K27me3 difference and gene expression fold change. (C) Heat maps (Left) and meta-plot (Right) of histone modifications across the 5 kb region centered at the TSSs of the genes with decreased bivalency during the KIT transition. (D) Box plots represent the spread of the gene expression changes as a result of the loss of bivalency during the adult KIT transition. The whiskers represent 5–95 percentile with the medians shown as horizontal lines. The p-values were calculated using unpaired, two-tailed t-test with 95% confidence. (E) Bar plot showing enrichment of biological processes for genes with decreased bivalency. (F) Bar plot showing enrichment of biological processes for genes associated with decreased H3K27me3 marks during SSC aging.

It has been suggested that PcG-mediated H3K27me3 alteration drives many age-related changes and is often dysregulated in human malignancies [44–46]. Therefore, we continued to examine the bivalent domain in aged undifferentiated spermatogonia. We directly compared the epigenetic states of RefSeq promoters in adult KIT- and aged KIT- cells and found the distributions of H3K4me3 and H3K27me3 were highly similar (S7C Fig). As a result, no significant correlation between changes in levels of mRNA and H3K4/K27me3 levels during aging were found (S7D Fig). We employed SICER to identify differentially histone methylation enrichment across the genome [47]. 7080 differentially enriched H3K27me3 peaks were identified between adult KIT- and aged KIT- cells, in which 1734 peaks have increased enrichment in aged cells and 5346 peaks with reduced enrichment (S9 Fig). GO analysis performed on the list of genes associated with decreased H3K27me3 mark during aging showed the enrichment for GnRH, Wnt/β-catenin, and TGF-β pathway (Fig 5F).

### Age-dependent 5mC and 5hmC alteration in spermatogonia

We continued to investigate the effect of aging on DNA modification. We performed reduced-representation bisulfite sequencing (RRBS) and compared the DNA methylation level (5mC+5hmC) in young and aged undifferentiated spermatogonia. We found that the level of (5mC+5hmC) at individual CpG sites correlates well between the young and aged undifferentiated spermatogonia (Fig 6A). The 5mC differences at gene promoters are extremely rare and we only identified 3 genes, *Sfi1*, *Slc22a2*(*Oct2*) and *Gtf2f1* with a decrease in methylation larger than 30% (covered at least by 5 CpG sites) (Fig 6B). Interestingly, both *Sfi1* and *Slc22a2* have been implicated in the aging process, as the aging-associated methylation changes have been observed in several reports [48,49]. Many studies showed that 5hmC is linked with aging, but the role of 5hmC in SSC aging is largely unknown [50]. We first examined the active demethylation process in spermatogonia by immunostaining. Indeed, 5hmC and its oxidative products 5caC and 5fC are specifically located in the spermatogonia at the basal membrane (Fig 6C). Since conventional RRBS cannot distinguish 5mC and 5hmC, we employed oxRRBS which allowed us to measure 5mC and 5hmC separately [51]. In general, the levels of total 5hmC observed across the genome are approximately 10 folds lower than those of 5mC (Fig 6D). When we compared 5mC and 5hmC levels between the two groups, we noticed global 5mC was slightly but significantly decreased, while 5hmC level was increased in aged undifferentiated spermatogonia (Fig 6E). Plotting the average 5mC level across all genes revealed a global hypomethylation at the gene body in aged undifferentiated spermatogonia, akin to that observed in humans (Fig 6F) [52,53]. The reduced 5mC level at the gene body was accompanied by an increased 5hmC level (Fig 6F). Indeed, we found a very strong inverse correlation between reduction of average 5mC and increased level of 5hmC at gene bodies (Fig 6G). These results suggested that 5hmC-dependent active demethylation is associated with 5mC alteration during aging.

**Fig 6:**
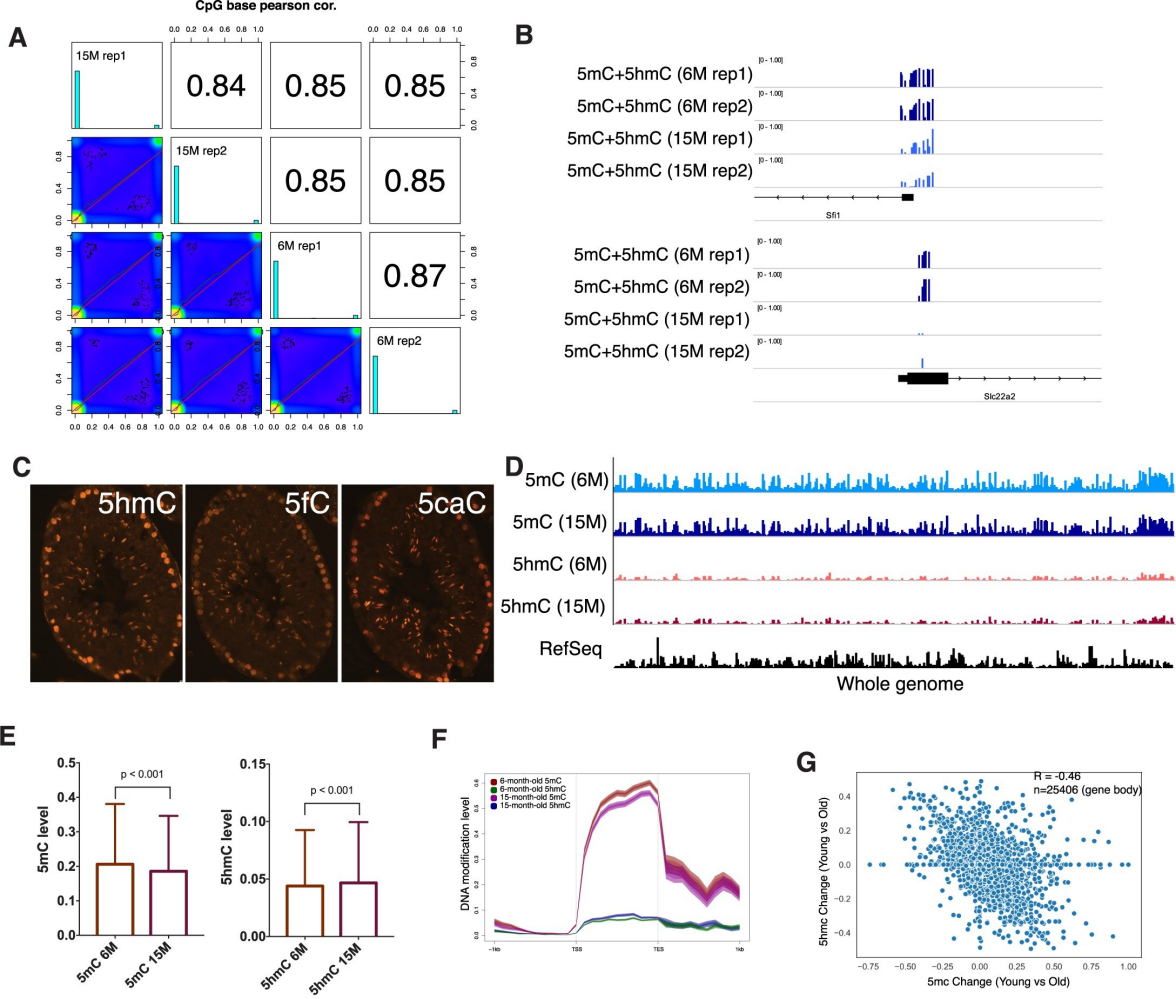
Effect of aging on 5mC and 5hmC in SSC. (A) Scatter plot and correlation of CpG methylation between RRBS methylomes. Scatter plots of percentage methylation values for each pair in four libraries. Numbers on the upper right corner denote pairwise Pearson’s correlation scores. The histograms on the diagonal are methylation distribution of CpG sites for each sample. (B) Examples of genomic RRBS profiles of differentially methylated promoters. (C) Representative images of testicular sections from adult mice showing immunofluorescent staining of 5hmC, 5fC, and 5caC, which were observed in cells residing on the basement membrane. (D) Genome browser view of 5mC and 5hmC distribution in all chromosomes. (E) The box plots show the average 5mC and 5hmC levels per bin (100kb) of the genome in young and aged SSCs. A pairwise comparison was performed using the independent sample t-test. (F) Metagene density profiles of 5mC and 5hmC for RefSeq transcripts showed levels of 5hmC are consistently higher in the aged SSCs than in the young SSCs along the length of the gene. (G) Scatterplot of “switching” between 5mC and 5hmC at gene bodies in aged SSC relative to young SSC.

## Discussions

Understanding the underlying mechanisms conferring the functional decline in aged SSCs is one of the major questions to be addressed in reproductive biology. Early studies mainly focus on gene expression alteration during SSC aging [9,54]. These microarray analyses lacked the specificity of sequencing-based techniques and could not reveal gene isoform and novel transcript regulation. In this regard, our study provided a global view of the transcriptional and epigenetic programming that is associated with SSC normal differentiation and aging.

Our transcriptome profiles of spermatogonia provide a comprehensive transcriptomic map and reliable resource to study the molecular mechanisms of spermatogonial differentiation and the effect of aging. Aged undifferentiated spermatogonia apparently have a significantly altered gene expression signature compared to their younger counterparts. Pathway analysis revealed that many common age-related transcriptomic changes underlying both aging and the pathogenesis of multiple age-related diseases are also reflected in aged undifferentiated spermatogonia, illustrating the robustness and relevance of the current study. We also identified spermatogonia-specific aging pathways and our most striking observation is the aberrant expression of a large number of genes associated with meiosis pathway. Network analysis suggested that *Taf7l* might be one plausible candidate underlying this regulation. One possible explanation is that the mitotic and meiotic cell cycles should be kept in a tight control in SSC, but when germ cells are driven aberrantly from the mitotic into the meiotic cell cycle, their stem cell properties are lost.

A better understanding will not be possible without unravelling the essential mechanisms involved in the maintenance of SSCs and their differentiation in steady spermatogenesis. We have identified genes showing strong enrichment in KIT- cells, which might represent those important for SSC maintenance. We then examined whether there is an age-associated loss of their expression in mouse testes. Interestingly, we only identified a small percentage of genes enriched in undifferentiated spermatogonia with decreased expression during aging. Nevertheless, this analysis leads us to propose several SSC-specific factors including *Ddit4*, whose action mainly occurs through inhibition of the mTOR pathway [55]. mTOR can regulate stem cell function. Functional interaction between mTOR and PLZF is a critical rheostat for maintenance of SSC self-renewal, and this action is through *Ddit4* [22]. Hyperactive mTOR signaling has also been shown to have a plausible role involved in regulating aging in mammals [56]. Therefore, *Ddit4* might contribute to aging through modulating the mTOR pathway which regulates lifespan in multiple species. It has been demonstrated that *Ddit4* expression increased significantly in response to calorie restriction in both rats and mice, which is the only intervention known to extend lifespan [57,58]. Altogether, this finding points to *Ddit4* as a direct link between aging pathology and stem cell function decline in SSCs.

Epigenetic integrity is an essential element for maintaining normal stem cell function during aging [45]. Aged stem cells in mouse models feature aberrant expression of chromatin-modifying enzymes in various stem cell compartments [33,59]. Consistent with this, we also found that the expression of some chromatin modulators was ablated during aging. In addition, we present here a detailed examination of H3K27me3 modification in spermatogonial differentiation and aging. First, we found a specific set of genes encoding developmental regulators were bivalently marked with H3K4me3 and H3K27me3, which are significantly reduced during differentiation. This suggested that bivalent domains maintain developmental genes in a silent state in undifferentiated cells while keeping them poised for subsequent induction upon spermatogonial differentiation. Second, locus-specific alteration of H3K27me3 level was observed during aging. It has been reported that, however, the change in the level of H3K27me3 could not be linked to significant changes in mRNA levels of the associated genes. One possible explanation is that steady-state mRNA levels detectable by RNA-seq are not an accurate reflection of active transcription. Another possibility is that aging and age-related differential gene expression are multifactorial in nature and regulated by several other mechanisms. Previous characterization of SSC in vitro aging showed that H3K27me3 peaks were significantly decreased in the promoter regions of *Wnt7b* which resulted in *Wnt7b* up-regulation [12]. Similarly, we found genes associated with reduced H3K27me3 were related to common aging pathways such as Wnt and TGF-β pathways and their contribution to SSC aging has yet to be elucidated.

Current literature on how aging affects DNA methylation has been controversial. One possibility is that methylation levels in tissues have been measured instead of specific cell types. Our results analyzed the purified SSC-enriched undifferentiated spermatogonia and revealed there is a decrease in average 5mC level in gene bodies. Our results also indicated an age-related increased 5hmC level and the observed changes raised the possibility that 5hmC acts as an intermediate step of active DNA demethylation and contributed to hypomethylation. We further identified several promoters displaying changes in DNA methylation occur with age and may be functionally important. For example, one of the hypomethylated genes *Sfi1* is related to centrosome amplification, and interestingly, an age-related change in centrosome amplification was also identified in aged intestinal stem cells [49]. Moreover, upregulation of *Sfi1* probably causes other centrosome aberrations such as centrosome misorientation, which can lead to cell cycle arrest and consequently decline in spermatogenesis during aging [48].

In conclusion, our study indicates that the aging process in mouse SSCs is associated with transcriptome alteration, which is connected with epigenetic changes and may be mediated via histone modification, methylation and hydroxymethylation of DNA. We envision that our results could lay the groundwork for further exploration into the influence of epigenome dynamics in human reproductive aging.

## Materials and methods

### Ethics statement

All animal procedures were performed according to protocols approved by the Animal Experimentation Ethics Committee (AEEC) of the Chinese University of Hong Kong and following the Animals (Control of Experiments) Ordinance (Cap. 340) licensed from the Hong Kong Government Department of Health.

### Animals

Oct4-GFP transgenic mice (B6; CBA-Tg(Pou5f1-EGFP)2Mnn/J, Stock no.: 004654) were obtained from The Jackson Laboratory (Jackson Laboratory, Bar Harbor, ME, USA. Male transgenic mice at different ages (i.e., PND5.5 for neonatal group, 6-month-old for young group and 15-month-old for aged group) were employed in this study. Age and strain matched non-reporter mice i.e., C57BL/6 mice were used for cell purification using FACS sorter as negative control devoid of GFP expression.

### Cell isolation, sample preparation and sequencing

Testicular cells from adult and aged Oct4-GFP mice were isolated by a two-step enzymatic digestion. For RNA-seq experiment, total RNA was isolated from each cell fraction using the AllPrep DNA/RNA Mini kit (Qiagen, Valencia, CA, USA) and sequencing libraries were prepared with ribosomal RNA (rRNA) depletion using a Ribo-Zero Gold kit (Epicentre) followed by Apollo 324 NGS Library Prep System (WaferGen Biosystems, Fremont, CA, USA). Two biological replicates of the prepared libraries were sequenced on an Illumina HiSeq 2000 (Illumina, San Diego, CA) with 100 base pairs (bp) paired-end RNA-Seq reads. gDNA extracted from the same batch of cells are subjected to RRBS and oxRRBS experiments. 2x10^5^ freshly sorted Oct4-GFP+/KIT- or Oct4-GFP+/KIT+ cells were cross-linked with 1% formaldehyde for 10 min. ChIP experiments and ChIP-Seq libraries were prepared using Diagenode True MicroChIP kit according to the manufacturer’s protocol.

## Supporting information

S1 Fig Whole-mount immunostaining showing the distribution of Oct4-GFP+ cells in adult testis. Tubules of adult Oct4-GFP transgenic male mice are stained with SSC marker GFRA1, undifferentiated spermatogonia marker PLZF, spermatocyte marker SYCP3 and Sertoli cell marker SOX9.
(TIF) Click here for additional data file.

S2 Fig Schematic representation of the Mouse Embryonic Stem Cell Pluripotency pathway highlighting the members identified as preferentially expressed in KIT- cells. Genes highlighted in red are identified as preferentially expressed in KIT- cells while genes labeled in green show higher expression in KIT+ samples. Noted that As marker *Id4* is identified in this analysis.
(TIF) Click here for additional data file.

S3 Fig Principal component analysis showed that global gene expression profiles of SSC populations differ significantly at different ages. DEGs were subjected to PCA analysis to illustrate the relationships among transcriptomes. 

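Principal components of log2(RPKM + 1), centred on each gene's mean over the 11 libraries, were computed over all tested genes. PC1 held 35.1% of the variance, PC2 25.6% and PC3 12.4%. On PC1 the neonatal libraries lay between 39.8 and 46.9, the adult and aged KIT+ libraries between -2.9 and -1.3, and the adult and aged KIT- libraries between -49.7 and -32.5.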

First, the first principal component (PC1) captured the differences between neonatal and adult germ cells, suggesting considerable regulatory differences in neonatal versus adult spermatogonia. Second, neonatal KIT- and KIT+ cells clustered closely together, indicating that early germ cells share gene expression properties that commonly define them in transcriptional space despite different differentiation status. 

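On PC1 the neonatal KIT- libraries (46.9 and 43.9) and KIT+ libraries (39.8 and 43.7) lay near each other. PC2 separated them, at 29.7 and 27.7 for KIT- and 4 and 5.8 for KIT+ libraries.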

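On PC2 the adult KIT- libraries lay at 25.8 and 22.6 and the adult KIT+ library at -39.6, and the aged KIT- libraries lay at 16.6 and 15.6 and the aged KIT+ libraries at -56.9 and -51.3.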

Third, KIT- and KIT+ cells are well separated from each other in adult spermatogonia, in both normal and aged adults, reflecting that they acquired drastic transcription dynamics upon differentiation compared to the neonatal stage. Lastly, normal adult and aged cells are positioned far away from each other and KIT- cells are more separated compared to KIT+ cells, suggesting that age factor has a more pronounced effect on the undifferentiated spermatogonia than differentiating cells.

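Adult and aged libraries lay 0.61 apart in KIT- cells (root mean square log2 difference, range 0.58 to 0.64 over 4 library pairs) and 0.49 apart in KIT+ cells (range 0.46 to 0.52 over 2 pairs). The distance in KIT- cells was no larger than that between the 2 aged KIT- replicates, whose values differed most of all replicate pairs. PC3 placed the adult libraries between -33.1 and -29.3 and the aged ones at 24.8 and 38.4 in KIT- and 9.6 and 6 in KIT+ cells. The neonatal libraries lay between 3.2 and 4.5 on PC3. It therefore set the adult libraries apart from the neonatal ones as well and does not follow the order of age. Upon aging 1025 genes were differentially expressed in KIT- cells and 97 in KIT+ cells, where the adult group has 1 library. The number in KIT+ cells varied with the setting, up to 379 without the filter on low counts. A test of the difference itself, the interaction of KIT and age in limma, found 18 genes at an FDR of at most 0.05, and 1849 with an unadjusted p of at most 0.05. Of the 18 genes 16 were higher in aged KIT- cells, and 17 were under 1 RPKM in each neonatal library. The interaction was left with 1 gene with a pseudocount of 0.1 and had 297 genes without the filter on low counts, the 18 among them. It had 0 genes when only genes with a mean of at least 1 RPKM were tested and 2 with the replicate block. With the block within age 0 genes passed both cutoffs. From the wider spacing of KIT- cells, the paper proposes a more pronounced effect of age on undifferentiated spermatogonia.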

(TIF) Click here for additional data file.

S4 Fig Quantitative assessment of splicing factors. qRT-PCR analysis of expression of splicing factors *Mbnl2*, *Bicc1* and *Rbm20* in adult KIT- cells compared with adult KIT+ cells (p < 0.05, n = 2, unpaired t-test). Error bars are plotted with SD.
(TIF) Click here for additional data file.

S5 Fig Detection and quantification of lncRNAs. (A) Data sources for novel lncRNA identification. (B) A bioinformatics pipeline for discovery lncRNAs in SSC. See S1 Text Supplemental Methods session for details. Raw reads are first mapped onto the reference mouse genome. The initial assemblies are categorized by cuffcompare, compared with the combined gene annotations. The lncRScan program is performed to detect the novel lncRNAs from the high-quality assemblies according to multiple criteria.
(TIF) Click here for additional data file.

S6 Fig UCSC Genome Browser tracks for the most expressed novel lncRNAs. (TIF) Click here for additional data file.

S7 Fig Analysis of histone modification dynamics in SSC aging. (A) and (B) Genome browser representation of H3K4me3 and H3K27me3 modification at selected genes. (C) Quantitative comparisons of promoter read coverage (reads per kilobase) of each histone modification using 2.5-kb TSS centered bins. (D) Change in the enrichment of each histone modification bound to a gene promoter plotted against the change in expression of that gene using the set of differentially expressed genes during SSC aging.
(TIF) Click here for additional data file.

S8 Fig H3K4me3 and H3K27me3 bivalent promoter methylation profiles in each cell population. (A) Clustering heatmaps demonstrate the distribution of H3K4me3 and H3K27me3 histone modifications at the promoters of the annotated transcripts in each cell population. (B) Comparison of the number of bivalent promoters in the different cell types according to clustering results showing in (A).
(TIF) Click here for additional data file.

S9 Fig Genome browser representation of histone modification changes. Examples of individual genes showing the increased (A) or decreased (B) H3K27me3 enrichment.
(TIF) Click here for additional data file.

S1 Text Supplemental Methods. (DOCX) Click here for additional data file.

# Supplementary material for: Transcriptomic and epigenomic profiling of young and aged spermatogonial stem cells reveals molecular targets regulating differentiation
**Source:** PLoS Genet. 2021 Jul 8;17(7):e1009369. doi: 10.1371/journal.pgen.1009369
**Supplement:** S1 Text

# SUPPLEMENTAL EXPERIMENTAL PROCEDURES

## Immunohistochemistry for whole mount tubules and imaging

Seminiferous tubules were decapsulated from mouse testes and gently pulled apart with a pair of fine forceps in petri dishes. The resulting tubules were then fixed in 4% paraformaldehyde solution for 2 hours followed by permeabilization with 0.2% Triton-X and dehydration in a graded series of methanol washes. After rehydration in PBS, tubules were processed with staining protocol. Briefly, sections were permeabilized in PBS with 0.2% Triton-X and blocked with PBS supplemented with 0.2% Triton X-100 and 10% normal donkey serum (Jackson ImmunoResearch) for 1 hour at room temperature, followed by incubation with primary antibody overnight at 4 °C. After washing in PBS, sections were incubated with corresponding fluorescence-conjugated secondary antibody. Finally, the slides were washed with PBS and mounted with PermaFluor aqueous mounting medium (Thermo Fisher). Primary and secondary antibodies utilized in this study are listed in Table 1. Fluorescent microscopy and white field images were acquired using a Leica SP2 confocal microscope. All images were captured using Leica Application Suite Software.

## Isolation of undifferentiated and differentiating spermatogonia by fluorescence-activated cell sorting (FACS)

Testicular cells from adult and aged Oct4-GFP mice were isolated by a two-step enzymatic digestion. Firstly, the isolated tubules were incubated in RPMI with 1 mg/ml type 2 collagenase (Worthington) and 5μg/ml DNase I (Sigma-Aldrich) at 37°C for 20 minutes with occasional shaking. After several washes by sedimentation in RPMI, tubular fragments were digested in RPMI with 1 mg/ml type 2 collagenase (Worthington), 1 mg/ml hyaluronidase (Sigma-Aldrich) and 5μg/ml DNase I (Sigma-Aldrich) at 37°C for 30 minutes with occasional shaking. Single-cell suspensions were obtained by passing through a cell strainer (40μm). The resulting cell suspensions were directly separated by centrifugation in 27% Percoll to concentrate spermatogonia and to reduce cellular debris. Spermatogonia-enriched bottom fraction was collected and washed followed by processing to antibody staining. After incubation with an antibody against KIT at 4°C for 30 minutes, cell fractions were collected with a FACS Aria II cell sorter (BD Biosciences). Age and strain matched non-reporter mice i.e. C57BL/6 mice were used for cell purification as negative control devoid of GFP expression for cell sorting experiments. Positive antibody labeling was determined by comparison to staining with isotype control antibodies.

## RNA-Seq

1x10^6^ primary cells of each population in two independent experiments were FACS-sorted as described above. Total RNA was isolated from each cell fraction using the AllPrep DNA/RNA Mini kit (Qiagen, Valencia, CA, USA) according to the manufacturer's instructions. RNA yield and purity were evaluated using a NanoDrop 1000 spectrophotometer (NanoDrop Technologies/Thermo Scientific, Waltham, MA). Quality and integrity were determined by RNA 6000 Nano kit with a Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA). The ratio of absorbance at 260 and 280 nm was ≥1.9 and the RNA integrity number (RIN) was >9 for all samples. Sequencing libraries were prepared with ribosomal RNA (rRNA) depletion using a Ribo-Zero Gold kit (Epicentre) followed by Apollo 324 NGS Library Prep System (WaferGen Biosystems, Fremont, CA, USA). Two biological replicates of the prepared libraries were sequenced on an Illumina HiSeq 2000 (Illumina, San Diego, CA) with 100 base pairs (bp) paired-end RNA-Seq reads.

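Of the 6 groups analysed here, 5 had 2 libraries and adult KIT+ cells had 1. Across genes, log2(RPKM + 1) of the 2 replicates correlated with r = 0.977 in neonatal KIT-, 0.983 in neonatal KIT+, 0.985 in adult KIT-, 0.947 in aged KIT- and 0.982 in aged KIT+ cells. Genes are not independent replicates, so these values describe the libraries and carry no test.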

## Data analysis of bulk RNA-Seq experiments

Raw reads were pre-processed with Trimmomatic for Illumina adaptor sequences trimming and mapped to mouse (mm9) genome. Counts were assigned to genes defined by the Ensembl (release 67) annotation using featureCount R function. 

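Of the genes at an FDR of at most 0.05 in limma on log2(RPKM + 1), some fell short of a fold change of 1.5. Without the fold change cutoff, 2787 genes passed between adult KIT- and KIT+ cells, 4312 between aged KIT- and KIT+ cells, 5260 between neonatal and adult KIT- cells, 1270 between adult and aged KIT- cells and 98 between adult and aged KIT+ cells. With the fold change cutoff, 2550 genes were left between adult KIT- and KIT+ cells.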

Differentially expressed genes were identified with the DESeq2 package [[1]](https://sciwheel.com/work/citation?ids=129353&pre=&suf=&sa=0) using the cutoffs of FDR ≤0.05 and fold change of 1.5. Differential exon usage analysis was performed using DEXSeq with default setting [[2]](https://sciwheel.com/work/citation?ids=394516&pre=&suf=&sa=0).

## Functional Annotation of Differentially Expressed Genes by IPA

To define the functional networks of differentially expressed genes, data was analyzed by using the Ingenuity Pathway Analysis (IPA, Ingenuity Systems) that calculates a significance score (network score) for each network. A data set containing the gene identifiers and their corresponding fold change (log2) values were uploaded into the IPA software. Each gene identifier was mapped to its corresponding gene object in the Ingenuity Pathways Knowledge Base to identify molecules whose expression was significantly differentially regulated (focus genes or Networks Eligible molecules). These focus genes were overlaid onto a global molecular network developed from information contained in the Ingenuity Knowledge Base. Networks of these focus genes were then algorithmically generated based on their connectivity. A network is a graphical representation of the molecular relationships between genes or gene products, which are represented as nodes, and the biological relationship between two nodes is represented as an edge (line). All edges are supported by at least one reference from the literature, or from canonical information stored in the Ingenuity Pathways Knowledge Base.

## Identification and quantification of lncRNA

As a basis for our analysis of lncRNA expression, we utilized our high quality, ribosome RNA-depleted RNA-Seq dataset. We also included a poly(A)+ RNA-Seq dataset obtained from THY1+/KIT- cells that were isolated from adult mice [[3]](https://sciwheel.com/work/citation?ids=2297742&pre=&suf=&sa=0). and additional two RNA-Seq datasets obtained from BSA gradient enriched neonatal spermatogonia [[4,5]](https://sciwheel.com/work/citation?ids=484537,1009837&pre=&pre=&suf=&suf=&sa=0,0). Together, we combined a total of ~1 billion uniquely mapping sequencing reads to survey lncRNA expression in SSC (S3A Fig).

We employed *ab initio* transcript assembly to assess the completeness of the known annotation about lncRNAs expressed in SSCs. Raw reads were mapped to the mouse mm9 reference genome using TopHat and *de novo* transcriptome assembly of mapped reads was performed using Cufflinks. Gencode, Noncode and RefSeq annotated transcripts were merged into one set of gene annotation, and these annotated transcripts were filtered out from Cufflinks-assembled transcriptomes. The novel transcripts were then categorized into different categories according to their locations compared with the reference genes. To exclude artifacts of the sequence alignment process, unspliced intronic pre-mRNA, and genomic DNA contamination, only lncRNAs transcribed within intergenic and non-exon-overlapping regions were retained. We further filtered the list of novel transcripts by CAGE signaling, RNA PolII binding and H3K4me3 enrichment, and determined the Coding Potential Calculator (CPC) score of each transcript with default setting. Finally, overlapping lncRNA loci were merged to create a single 'consensus' transcript model.

## ChIP-Seq library preparation and sequencing

ChIP experiments and ChIP-Seq libraries were prepared using Diagenode True MicroChIP kit according to the manufacturer's protocol. 2x10^5^ freshly sorted Oct4-GFP+/KIT- or Oct4-GFP+/KIT+ cells were cross-linked with 1% formaldehyde for 10 minutes. The crosslinking was stopped by incubation with 0.125M glycine at room temperature for 5 minutes. Chromatin was fragmented to 200 to 600 bp by sonication using a Bioruptor sonicator (Diagenode, Liège, Belgium). 1ug antibodies against H3K4me3 or H3K27me3 were used for ChIP. Half of the chromatin was used for each IP, and 10% of the chromatin solution was reserved as input control. The chromatin immunoprecipitated (ChIPed) DNA was subjected to library preparation using MicroPlex Library Preparation kit (Diagenode, Liège, Belgium). The prepared library was sequenced with single-end 50bp reads using the Illumina HiSeq 2000.

## ChIP-Seq data analysis

Reads were mapped to the mouse genome (mm9 assembly) using Bowtie [[6]](https://sciwheel.com/work/citation?ids=48646&pre=&suf=&sa=0). Mapped reads were filtered for PCR duplicates using MACS2 [[7]](https://sciwheel.com/work/citation?ids=57981&pre=&suf=&sa=0). Peak calling and visualization of tracks were done using EaSeq with default setting [[8]](https://sciwheel.com/work/citation?ids=1308082&pre=&suf=&sa=0) and heat maps were made using EaSeq or seqMINER [[9]](https://sciwheel.com/work/citation?ids=49894&pre=&suf=&sa=0). In our annotation, a TSS region is defined as ±2.5 kb relative to the TSS. For density plots, we generated bigwig files allowing only one read per chromosomal position, eliminating potential spurious spikes. For density plots, the regions of ±5 kb for all annotated TSSs were divided into 100 equal-sized bins.

## Reduced representation bisulfite sequencing (RRBS) and oxRRBS

RRBS libraries from oxidized and non-oxidized DNA were prepared using TrueMethyl Kit according to the manual's instruction (Cambridge Epigenetix). Briefly, 0.5ug of genomic DNA was digested with MspI followed by end repair, A-tailing, and ligation of adaptors. Adaptor-ligated MspI-digested DNA was size-selected (110-380 bp) and purified. 1/5 the DNA was kept for the generation of the non-oxidized library and remaining DNA was subjected to oxidation. Both oxidized and non-oxidized DNA samples were bisulfite-treated. Final library amplification was carried out for 18 cycles, after which the libraries were purified using AMPure XP beads (Agencourt) and sequenced on Illumina platform. The raw reads were quality-checked with FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/), and low-quality reads and adapters were removed using Trim Galore (http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) using '--rrbs' trimming mode. Trimmed sequences were mapped to the mouse genome with Bismark [[10]](https://sciwheel.com/work/citation?ids=316455&pre=&suf=&sa=0). The extracted methylation calls were subjected to the subsequent in-depth analysis performed with methyKit packages in R [[11]](https://sciwheel.com/work/citation?ids=27453&pre=&suf=&sa=0). Specifically, the Bismark coverage files were loaded into the methylKit package and the percentage of methylation of individual CpGs was calculated. Bases with high (above 99.9th percentile of coverage in each sample) and low (below 10× coverage, CpG10) read coverage were discarded to prevent PCR bias and increase the power of the statistical tests. 5hmC percentage at each CpG site was computed as the unconverted CpG ratio in RRBS reaction subtracted by the counterpart in oxRRBS reaction of the same DNA sample. Coverage and correlation plots were also generated by methylKit. To quantify the average methylation level within a fixed bin size, we used methylKit to tile the genome with windows of different length and summarize the methylation information on the tiles. Metagene plots of 5mC/5hmC content were generated with SeqPlots software [[12]](https://sciwheel.com/work/citation?ids=2909491&pre=&suf=&sa=0).

## Germ cell culture

Oct4-GFP+/KIT- cells were isolated from 3-month-old Oct4-GFP mice by FACS cell sorting as described above. Cells were plated at a density of 1.5 to 2 x 10^5^ per well on 12-well plates with mitomycin treated (Sigma-Aldrich) MEFs feeder layers and cultured in a serum-free medium consisting of StemPro-34 SFM medium supplemented with StemPro-34 nutrient supplement (Life Technologies, Carlsbad, CA, USA), 0.2% bovine serum albumin (MP Biochemicals, Santa Ana, CA), 1% fetal bovine serum (embryonic stem cell-qualified, Life Technologies), 50 U/ml penicillin-streptomycin (Life Technologies), 2 mM GlutaMAX (Life Technologies), 1% mM non-essential amino acids (Life Technologies), 1% minimal essential medium (MEM) vitamin solution (Life Technologies), 1 mM sodium pyruvate (Life Technologies), 50 μM 2-mercaptoethanol (Sigma-Aldrich), 25 μg/ml insulin (Sigma-Aldrich), 100 μg/ml transferrin (Sigma-Aldrich), 60 μM putrescine (Sigma-Aldrich), 30 nM sodium selenite (Sigma-Aldrich), 1 mg/ml D-(+)-glucose (Sigma-Aldrich), 1 μl/ml Dl-Lactic acid (Sigma-Aldrich), 60 ng/ml progesterone (Sigma-Aldrich), 30ng/ml β-estradiol (Sigma-Aldrich), 10 μg/ml D-biotin (Sigma-Aldrich), 100 μM ascorbic acid (Sigma-Aldrich), 40 ng/ml human GDNF (R&D Systems, Minneapolis, MN, USA), 20 ng/ml mouse epidermal growth factor (Life Technologies), and 10ng/ml human basic fibroblast growth factor (BD Biosciences, San Jose, CA, USA). Cultures were maintained at 37°C in an incubator with humidified 5% CO2 and 95% air atmosphere. Half of the medium was replaced with fresh medium every 2–3 days and cells were passaged enzymatically using 0.25% trypsin/EDTA (Life Technologies) at a ratio of 1: 2 or 1: 3 every 6 to 7 days onto new mitomycin-treated MEF plates. For RA-induced differentiation, 5mM all-trans-RA (Sigma-Aldrich) stock in ethanol was diluted to 1 μM in medium before applying to cells while vehicle (0.1% ethanol) was added in the control group.

## Gene Ontology (GO) analysis

GO enrichment was performed using DAVID [[13]](https://sciwheel.com/work/citation?ids=43636&pre=&suf=&sa=0), ToppGene Suite [[14]](https://sciwheel.com/work/citation?ids=1399867&pre=&suf=&sa=0). A hypergeometric test with the Benjamini and Hochberg false discovery rate (FDR) was performed using the default parameters to adjust p-value.

# Table 1. List of antibodies.

| **Primary antibody** | **Species reactivity** | **Company** | **Cat. No.** | **Assay** |
| --- | --- | --- | --- | --- |
| KIT | Mouse, Rat, Human | Santa Cruz | sc-1494 | Immunostaining |
| 5hmC | N.A | Active Motif | 39770 | Immunostaining |
| 5fC | N.A | Active Motif | 61224 | Immunostaining |
| 5caC | N.A | Active Motif | 61226 | Immunostaining |
| GFRA1 | Mouse, Rat | R&D | AF560 | Immunostaining |
| PLZF | Human, Mouse, Rat | Santa Cruz | SC-22839 | Immunostaining |
| SYCP3 | Mouse, Rat, Human, Pig | Abcam | ab15093 | Immunostaining |
| SOX9 | Human, Mouse, Rat | Millipore | AB5535 | Immunostaining |
| H3K4me3 | Budding Yeast, Human, Mouse, Wide Range Predicted | Active Motif | 39159 | Immunostaining |
| H3K27me3 | Human, Mouse | Millipore | 07-449 | ChIP-seq |
| APC anti-KIT | Mouse | BD Biosciences | 553356 | FACS |
| **Secondary antibody** | **Species reactivity** | **Company** | **Cat. No.** | **Assay** |
| Donkey anti-Goat IgG, Alexa Fluor 647 | Goat | Invitrogen | A21447 | Immunostaining |
| Donkey anti-Rabbit IgG, Rhodamine Red™-X | Rabbit | Jackson Immunoresearch | 711-295-152 | Immunostaining |
| Donkey anti-Goat-568 | Goat | Thermo Fisher | A11057 | Immunostaining |
| Goat anti-rabbit-568 | Rabbit | Thermo Fisher | A11036 | Immunostaining |

# References:

[1. Love MI, Huber W, Anders S. Moderated estimation of fold change and  dispersion for RNA-seq data with DESeq2. Genome Biol. 2014;15: 550. doi:10.1186/s13059-014-0550-8](https://sciwheel.com/work/bibliography/129353)

[2. Anders S, Reyes A, Huber W. Detecting differential usage of exons from RNA-seq data. Genome Res. 2012;22: 2008–2017. doi:10.1101/gr.133744.111](https://sciwheel.com/work/bibliography/394516)

[3. Hammoud SS, Low DHP, Yi C, Carrell DT, Guccione E, Cairns BR. Chromatin and transcription transitions of mammalian adult germline stem cells and spermatogenesis. Cell Stem Cell. 2014;15: 239–253. doi:10.1016/j.stem.2014.04.006](https://sciwheel.com/work/bibliography/2297742)

[4. Soumillon M, Necsulea A, Weier M, Brawand D, Zhang X, Gu H, et al. Cellular source and mechanisms of high transcriptome complexity in the mammalian testis. Cell Rep. 2013;3: 2179–2190. doi:10.1016/j.celrep.2013.05.031](https://sciwheel.com/work/bibliography/484537)

[5. Gan H, Wen L, Liao S, Lin X, Ma T, Liu J, et al. Dynamics of 5-hydroxymethylcytosine during mouse spermatogenesis. Nat Commun. 2013;4: 1995. doi:10.1038/ncomms2995](https://sciwheel.com/work/bibliography/1009837)

[6. Langmead B, Trapnell C, Pop M, Salzberg SL. Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol. 2009;10: R25. doi:10.1186/gb-2009-10-3-r25](https://sciwheel.com/work/bibliography/48646)

[7. Zhang Y, Liu T, Meyer CA, Eeckhoute J, Johnson DS, Bernstein BE, et al. Model-based analysis of ChIP-Seq (MACS). Genome Biol. 2008;9: R137. doi:10.1186/gb-2008-9-9-r137](https://sciwheel.com/work/bibliography/57981)

[8. Lerdrup M, Johansen JV, Agrawal-Singh S, Hansen K. An interactive environment for agile analysis and visualization of ChIP-sequencing data. Nat Struct Mol Biol. 2016;23: 349–357. doi:10.1038/nsmb.3180](https://sciwheel.com/work/bibliography/1308082)

[9. Ye T, Krebs AR, Choukrallah M-A, Keime C, Plewniak F, Davidson I, et al. seqMINER: an integrated ChIP-seq data interpretation platform. Nucleic Acids Res. 2011;39: e35. doi:10.1093/nar/gkq1287](https://sciwheel.com/work/bibliography/49894)

[10. Krueger F, Andrews SR. Bismark: a flexible aligner and methylation caller for Bisulfite-Seq applications. Bioinformatics. 2011;27: 1571–1572. doi:10.1093/bioinformatics/btr167](https://sciwheel.com/work/bibliography/316455)

[11. Akalin A, Kormaksson M, Li S, Garrett-Bakelman FE, Figueroa ME, Melnick A, et al. methylKit: a comprehensive R package for the analysis of genome-wide DNA methylation profiles. Genome Biol. 2012;13: R87. doi:10.1186/gb-2012-13-10-r87](https://sciwheel.com/work/bibliography/27453)

[12. Stempor P, Ahringer J. SeqPlots - Interactive software for exploratory data analyses, pattern discovery and visualization in genomics. [version 1; peer review: 2 approved, 1 approved with reservations]. Wellcome Open Res. 2016;1: 14. doi:10.12688/wellcomeopenres.10004.1](https://sciwheel.com/work/bibliography/2909491)

[13. Huang DW, Sherman BT, Lempicki RA. Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat Protoc. 2009;4: 44–57. doi:10.1038/nprot.2008.211](https://sciwheel.com/work/bibliography/43636)

[14. Chen J, Bardes EE, Aronow BJ, Jegga AG. ToppGene Suite for gene list enrichment analysis and candidate gene prioritization. Nucleic Acids Res. 2009;37: W305-11. doi:10.1093/nar/gkp427](https://sciwheel.com/work/bibliography/1399867)

How the deposited data were processed for this re-analysis (not part of the article)

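RNA-Seq of FACS-sorted Oct4-GFP+ spermatogonia was analysed in 11 libraries, 2 each from neonatal KIT-, neonatal KIT+, adult KIT-, aged KIT- and aged KIT+ cells and 1 from adult KIT+ cells. Libraries were assigned to groups from the sample labels and the paper. Replicate numbers came from the labels, and the main tests used no pairing. Libraries of different ages with the same number come from different animals. Whether same-numbered KIT- and KIT+ libraries of an age come from the same sort is not said in the paper's text. The ages in the paper and the labels differ (5.5 or 6 days for neonatal, 6 to 8 or 8 months for adult, and 15 to 18 or 15 months for aged mice), and the groups were named as in the paper.

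The authors extracted total RNA, removed rRNA with a Ribo-Zero Gold kit, prepared libraries on an automated system and sequenced paired-end reads on a HiSeq instrument. They trimmed the reads with Trimmomatic, mapped them to mm9 and counted them on Ensembl genes with featureCounts. The authors deposited the values as RPKM, that is, reads per kilobase of exon scaled to the library's reads on genes, with 1 table per library. The paper's text names neither the aligner behind the gene counts nor the tool that computed RPKM, nor whether strand was used in counting, although Fig 1C draws strand-specific libraries. The authors called differentially expressed genes with DESeq2 at an FDR of at most 0.05 and a fold change of 1.5. RPKM already corrects for library size and gene length, so differences in depth remain only in the precision of the values. It does not correct for a few genes taking a large share of the reads, and antisense or overlapping genes could share reads. Reads of close copies, such as ribosomal protein pseudogenes or the *Tcl1* family, could be split between them.

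Each table had 39331 rows for 37991 Ensembl identifiers. The 2007 rows of 667 identifiers listed more than once held equal values and were collapsed. Of the identifiers, 37205 were found in the GENCODE M1 annotation of NCBIM37 (mm9), which gave names, types, coordinates and exon lengths, and 786 were not. Each RPKM value times the exon length and the library total gave back whole reads for 98.1% to 98.3% of the values. These reads give the depth, which ranged from 12238328 to 76756539 reads on genes and differed up to 6.27-fold between libraries, with medians of 27190953 in neonatal KIT-, 31408525 in neonatal KIT+, 14433081 in adult KIT- and 36530433 in aged KIT- cells and 67981214 in aged KIT+ cells. The adult libraries were the shallowest, and 3 reads on 1 kb of exon stood for 0.18 to 0.245 RPKM in them.

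The design fixed at the start assumed counts. Because the values are RPKM, the tests were run with limma (version 3.58.1, R 4.3.3) on log2(RPKM + 1) instead, as had been set out for that case. One model with the 6 groups was fitted to all 11 libraries, with a trend of the variance on the mean, for the 18412 genes with at least 10 recovered reads in at least 2 libraries. Genes were called at a Benjamini-Hochberg FDR of at most 0.05 and a fold change of at least 1.5. The interaction of KIT and age, the lncRNAs and the splicing regulators were called by the FDR alone, and KIT- preferential genes at an FDR of at most 0.05 and a fold change above 4. Gene sets were tested with camera at an inter-gene correlation of 0.01 and adjusted over 5 sets. The sets stand in for IPA and GO terms, whose gene lists are not in the paper's text. Overlaps were tested with Fisher's exact test, two-sided. Distances, average-linkage clusters and principal components were computed with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 in Python 3.11.15, and figures were drawn with matplotlib 3.10.9.

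The genes named are those that the paper's text or figures name for the RNA-Seq data, of which some are not reported here, and for each comparison the 3 genes with the lowest p in each direction among the called genes whose libraries did not overlap between the groups. The text names the latter in full only for neonatal against adult KIT- cells and for aging in KIT- cells, so it departs from this rule for the other comparisons. The gene lists of Figs 2C, 2F, 2G, 3A and 3B are summarised. The paper's own marker names were matched to the annotation, where *Fendrr* is *1110050K14Rik* and *Foxf1a* has the same name.

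The steps were tested on simulated data. Of 18412 simulated genes, 200 were changed 4-fold at a dispersion of 0.05, and 86% of these were recovered with the right direction at a median log2 fold change of 1.69. In that comparison 11 unchanged genes were called, and 0 genes were called in the 2 comparisons without a change. Camera called the set of changed genes (FDR 7.6e-102) and 0 of 20 random sets. All groups were simulated with the same dispersion, and genes were drawn independently. In the data, replicates lay 0.62 apart in aged and 0.32 apart in adult KIT- cells. The simulation therefore did not test the steps under unequal spread between groups or under correlation between the genes of a set.

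The alternatives were a pseudocount of 0.1, only genes with a mean of at least 1 RPKM (12139 genes), no filter on low counts (25657 genes above 0), a fit on the compared groups alone, the replicate number as a block, the FDR or the fold change alone, the rotation test fry, and each replicate left out in turn. After the data were seen, scaling by median-of-ratios factors, voom weights on the recovered reads, thinning of every library to the lowest depth (seed 1) and removal of a trend on exon GC content (smoother span 0.3) were added. IPA and GO enrichment, differential exon usage, assembled lncRNAs, ChIP-Seq and DNA methylation were not analysed here.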

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

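The list of 14 oocyte genes was written after the difference of *Gdf9* and *Bmp15* was seen, and the tests with thinned reads and with a GC trend removed were chosen after the values had been looked at but before their own outcomes were seen.

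The effect of age differed between KIT- and KIT+ cells in 18 genes by the interaction of KIT and age (limma, Benjamini-Hochberg FDR of at most 0.05). Of these, 16 were higher in aged KIT- cells past both cutoffs and 2 were lower, and 1 changed past both cutoffs in KIT+ cells. The lowest adjusted p-values, 0.0075, belonged to *SNORA17*, with a log2 interaction of -3.04, and *7SK*, with 2.5. *Cmtm2a* (-2.45) and *Cntnap5b* (-1.6) followed, and *Ropn1* (-1.83), a sperm flagellum gene, and *Hist1h3h* (4.65) were chosen for mention after their values were seen. Depth was tested by thinning every library to the lowest depth, after which 15 genes passed, so evening out the depth did not remove the pattern. With a GC trend removed from each library 5 genes passed, a fall of the size set beforehand for GC content as the cause. The count also fell to 1 with a pseudocount of 0.1 and to 2 with voom weights, most of the 18 genes had an adjusted p of 0.048, and the genes with an unadjusted p of at most 0.05 went only from 1849 to 1823 with a GC trend removed. The fall in the count therefore does not single out GC content. The adult KIT+ group has 1 library, and 17 of the 18 genes were under 1 RPKM in each neonatal library.

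Gene sets differed between the fractions in the same test. Ribosomal protein genes had a mean log2 interaction of 0.75, with 73 of 77 genes above 0 (camera, adjusted p = 4.56e-27), and oxidative phosphorylation genes 0.32, with 63 of 88 above 0 (1.23e-07). In KIT+ cells the ribosomal set rose by a mean log2 fold change of 0.58 upon aging, and 72 of 77 genes were higher. Both sets were tested again after thinning and with a GC trend removed, and had mean interactions of 0.75 and 0.33 in each setting. These steps left the values as they were, which does not exclude depth or GC content as a cause. By fry the adjusted p was 0.0462 for the ribosomal set and 0.178 for oxidative phosphorylation. The ribosomal difference rests on the single adult KIT+ library, in which the set lay 0.93 below adult KIT- cells (mean log2 fold change -0.93, against -0.18 in aged cells). Whether another adult KIT+ library would show it was not tested, and no biological explanation is offered.

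Spermatid and flagellum genes had a mean log2 interaction of -1.05, with 4 of 57 genes above 0 (camera, adjusted p = 2.13e-18), and meiosis genes -0.17, with 16 of 45 above 0 (0.0349). The sets rose in aged KIT- cells by 1.13 and 0.38 and in aged KIT+ cells by 0.08 and 0.21. After thinning the interactions were -1.05 and -0.17, and with a GC trend removed -1.06 and -0.1. The meiosis set no longer passed with a GC trend removed (adjusted p = 0.108), with median-of-ratios scaling (0.053) or by fry (0.178). A candidate source of the spermatid signal is RNA from haploid germ cells in the sorted KIT- fraction. It was tested by the mean pairwise correlation of 11 spermatid markers over the 4 adult and aged KIT- libraries, which was 0.78, between the values set beforehand for and against a shared source. Since the markers rise with age, a correlation over these libraries partly restates the difference between the groups and does not separate the explanations. Higher expression of spermatid genes in aged undifferentiated cells cannot be told apart from such RNA.

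Oocyte genes gave a signal that the paper does not discuss. Of 14 oocyte genes, 5 had a mean in the 3 adult libraries at least 4 times their mean over the 8 neonatal and aged libraries, both plus 0.1 RPKM, and the median of this ratio over the 14 genes was 2.34. All 14 were above 0 in each adult library, against 6 to 10 in the other libraries, although the adult libraries had the fewest reads. The medians over the 14 genes were 1.3 and 1.12 RPKM in the adult KIT- libraries and 0.997 RPKM in the adult KIT+ library, and at most 0.127 RPKM elsewhere. Depth was tested on *Gdf9*, whose adult mean was 44.7 times the aged mean after thinning. Thinning changes a ratio of means little whatever its source, so this test says nothing about depth, although fewer reads in the adult libraries would lower detection there. RNA or reads from oocytes in the adult libraries remain a candidate source, since 5 of 14 lies between the values set beforehand for and against it. Of the 11 oocyte genes tested, 4 were lower in aged KIT- and 2 lower in aged KIT+ cells past both cutoffs. A change with age in KIT- cells cannot be told apart from this source, which would be shared by the adult libraries of both fractions. No batch is given for the libraries, and whether the adult ones were prepared apart was not tested.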

How the results depend on the processing

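The tests in this part that were chosen after the result was seen are those with median-of-ratios scaling, voom weights on recovered reads, thinning to equal depth and removal of a GC trend, and all other alternatives were set before the data were examined. The settings planned for counts (edgeR, DESeq2 with and without shrinkage, TMM factors against library size alone, and other prior counts) were not run, because the values are RPKM, which is already scaled to library size.

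The number of genes between neonatal and adult KIT- cells, 4191, stayed between 3262 and 5260 in every setting, including the fit on the compared groups alone (4306). The cell adhesion, meiosis and spermatid gene sets kept their direction and their side of the FDR cutoff upon aging in KIT- cells in every setting in which sets were tested, and oxidative phosphorylation stayed outside it. For the changes described below the cause was not tested, except where a value is given for depth.

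Fits on the compared groups alone left 0 genes in every count but that between neonatal and adult KIT- cells, the counts of KIT- preferential genes, lncRNAs, splicing regulators and *Taf7l* targets included. With an unadjusted p of at most 0.05, these fits had 6269 genes for KIT in adult, 4870 in aged and 2309 in neonatal cells, 3023 for aging in KIT- and 2889 in KIT+ cells, and 1486 for the interaction.

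For the replicate number as a block, the deviations of libraries with the same number from their group means correlated from -0.06 to 0.08 across genes over the 10 pairs of groups. With the block, the neonatal count went from 8 to 5, aging in KIT+ cells from 97 to 179 and the interaction from 18 to 2 genes, with 2136 genes at an unadjusted p of at most 0.05. Upon aging in KIT+ cells the block gave 86 genes higher and 93 lower, against 22 and 75 without it. With the block set within each age, 0 genes were left in each direction in adult and 0 in neonatal cells. At an unadjusted p of at most 0.05 there were 3981 and 1279 genes. In aged cells 1801 genes were left against 3375. The KIT- preferential genes, the lncRNAs and the splicing regulators in the adult KIT transition had 0 each. For the interaction 0 genes passed both cutoffs, and 1359 had an unadjusted p of at most 0.05.

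Voom weights lowered the adult KIT counts from 1289 to 789 genes higher in KIT+ and from 1261 to 461 higher in KIT- cells, and the aging counts in KIT- cells from 613 to 222 higher and from 412 to 229 lower. Of the 789 genes, 774 were shared with the 1289, and of the 222 and 229 genes, 210 and 199 were shared. Voom raised the neonatal count to 74, aging in KIT+ cells to 244 and the KIT- preferential genes lower in aged cells from 8 to 14. It lowered the interaction to 2 genes (896 with an unadjusted p of at most 0.05), the preferential genes higher in aged cells from 10 to 1, the lncRNAs from 53 to 7 in the adult KIT transition and from 73 to 7 upon aging, the splicing regulators of Fig 3A from 22 to 11 and the *Taf7l* targets from 17 to 8.

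A pseudocount of 0.1 raised the KIT- preferential genes from 130 to 414, all 130 among them, those higher in aged cells to 30 and those lower to 14. It lowered the interaction to 1 gene (1641 with an unadjusted p of at most 0.05), the lncRNAs changed upon aging to 48 and the *Taf7l* targets to 6. With genes of a mean of at least 1 RPKM, the neonatal count was 17, aging in KIT+ cells 179, preferential genes lower in aged cells 13, the lncRNAs changed upon aging 20 and the interaction 0 (1284 with an unadjusted p of at most 0.05). Without the filter on low counts, the neonatal count was 16, aging in KIT+ cells 379, the interaction 297 (of any size of change, as for the 18), and the lncRNAs 197 in the adult KIT transition and 136 upon aging.

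Scaling moved the balance of directions, which says nothing about which balance is right, because these steps shift all genes of a library together or centre each library. Median-of-ratios scaling gave 2005 genes higher in adult and 2116 higher in neonatal KIT- cells, against 2757 and 1434, and removal of a GC trend gave 1763 and 1857 and moved the median log2 fold change of all genes from 0.13 to 0, as centring does by itself. This median was 0.36 with voom weights and 0.27 with a pseudocount of 0.1, and voom moved that upon aging in KIT+ cells from -0.03 to -0.15. Upon aging in KIT+ cells median-of-ratios scaling gave 61 genes higher and 67 lower and removal of a GC trend 56 and 91, the latter 147 in all. The interaction fell to 10 and 5 genes in these settings (1770 and 1823 with an unadjusted p of at most 0.05). KIT- preferential genes lower in aged cells fell from 8 to 4 with median-of-ratios scaling and to 3 with a GC trend removed.

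The distances between KIT- and KIT+ libraries, 0.42, 0.64 and 0.75 in neonatal, adult and aged cells, kept this order throughout. They were 1.08, 1.43 and 1.99 over the 1000 most variable genes, 0.87, 1.05 and 1.4 with a pseudocount of 0.1, and 0.48, 0.75 and 0.85 for genes with a mean of at least 1 RPKM. By fry, the ribosomal set upon aging in KIT- cells (mean log2 fold change -0.17, adjusted p = 0.399) and the interactions of oxidative phosphorylation (0.32, 0.178) and meiosis (-0.17, 0.178) no longer passed. The meiosis interaction also no longer passed with median-of-ratios scaling (-0.15, 0.053) or with a GC trend removed (-0.1, 0.108).

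Leaving out a replicate leaves some groups with 1 library, so such fits counted only how many called genes kept their direction and the fold change cutoff. These ranged from 1248 to 1249 of the genes higher in adult KIT+ cells, from 1223 to 1240 of those higher in adult KIT- cells, from 2964 to 3209 in aged cells and from 3907 to 4022 between neonatal and adult KIT- cells. They ranged from 560 to 590 of the genes higher and from 373 to 398 of those lower in aged KIT- cells. KIT- preferential genes ranged from 100 to 127, and those among them higher in aged cells from 8 to 10 and those lower from 6 to 8. The neonatal count (8), aging in KIT+ cells (97), the interaction (18), the lncRNAs (53 and 73), the splicing regulators (22 and 9) and the *Taf7l* targets (17) kept every gene. For the interaction, the lncRNAs and the splicing regulators, which have no fold change cutoff, only the direction was counted. Every gene past both cutoffs between groups had libraries that did not overlap, so leaving a library out cannot change its direction. For such genes a kept direction shows no stability.

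For named genes, 409 of the results under other settings kept their side of the cutoffs, 112 fell below them and 8 rose above them. Of the 112, 42 came from fits on the compared groups alone, 27 from the block within age, 15 from voom weights, and 7 each from the pseudocount and the missing filter. Fits on the compared groups alone and the block within age leave little to estimate the spread from. Calls lost in these settings are weak evidence against a gene.

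Depth limited the adult groups most. After thinning to the lowest depth, 15 interaction genes were called against 18, with 11 shared, and 4 preferential genes lower in aged cells against 8, with 3 shared, while the other counts stayed within 1.5 times. The 0 reads of *Nanos2* in the adult KIT+ library show only that the gene was not detectable at this depth. The adult KIT+ group has 1 library, which depth cannot replace.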

Differences from the paper's values

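In the paper 615 genes are KIT- preferential in adult cells, and here 130 were. Of the alternatives set before the data were examined, the pseudocount of 0.1 (414) came within 1.5 times the paper's number. A mean of at least 1 RPKM (134), no filter on low counts (129), the compared groups alone (0), the replicate block (143), the block within age (0) and the fold change alone (139) did not.

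Of these genes, the paper has 140 (22%) higher and 20 (3%) lower in aged KIT- cells, and here 10 (7.7%) were higher and 8 (6.2%) lower. For the genes higher in aged cells no alternative closed the gap. It was 30 (7.2%) with a pseudocount of 0.1, 11 (8.2%) with a mean of at least 1 RPKM, 7 (5.4%) without the filter, 11 (7.7%) with the replicate block, 10 with the FDR alone and 0 with the compared groups alone. For the genes lower in aged cells the pseudocount of 0.1 (14, 3.4%) closed both gaps. Not closing them were a mean of at least 1 RPKM (13, 9.7%), no filter (6, 4.7%), the replicate block (8, 5.6%), the FDR alone (9) and the compared groups alone (0). Voom weights (14) came within 1.5 times the paper's 20 genes, and median-of-ratios scaling (3.4%), thinning (3%) and removal of a GC trend (2.6%) came within that of the paper's 3%, all chosen after seeing the values.

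Of lncRNAs, the paper reports 388 changed in the adult KIT transition against 53 here, and 25 shared with aging against 9 here. The paper's 388 include transcripts that its authors assembled themselves, whereas only annotated genes were counted here. The numbers therefore cover unlike sets of transcripts, and how much of the gap this makes was not tested. None of the alternatives closed these gaps. Without the filter the numbers were 197 and 69, with a pseudocount of 0.1 47 and 2, with a mean of at least 1 RPKM 44 and 6, with the replicate block 52 and 6, and with the compared groups alone 0 and 0. The block within age gave 0 in the KIT transition. The paper's 1433 lncRNAs at a value of 1 or more, in FPKM, compare with 851 in RPKM here, a count for which no alternative was set.

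The paper's 51 splicing regulators changed in the adult KIT transition and 20 upon aging compare with 22 and 9 of the genes drawn in its figures. No alternative closed these gaps. The numbers were 19 and 8 with a pseudocount of 0.1, 25 and 9 with a mean of at least 1 RPKM, 18 and 6 without the filter, 24 and 7 with the replicate block and 0 and 0 with the compared groups alone. The block within age gave 0 in the KIT transition.

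Bars of Fig. 2F, read by eye, differ in the adult log2 fold change of KIT+ over KIT- cells. For 6 genes an alternative set before the data were examined came within 1 SD of the paper's value. With a pseudocount of 0.1 these were *Zfp462* (the paper's about -3.2, here -2.93, then -3.2), *Mbnl2* (the paper's about -3.0, here -2.78, then -3.17), *Tgfbr3* (the paper's about -2.4, here -1.81, then -2.42), *Actn2* (the paper's about -2.3, here -1.92, then -2.31), *Hydin* (the paper's about -2.2, here -1.3, then -2.23) and *Fam160b1* (the paper's about -2.1, here -1.84, then -2.21). The block within age also did so for *Actn2* (-2.05). The other alternatives set before the data were examined did not.

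None of these alternatives did so in Fig. 2F, read by eye, for *Ddit4* (the paper's about -3.9, here -4.47), *Ptch1* (the paper's about -3.8, here -3.21), *Fzd2* (the paper's about -2.9, here -2.28) and *Armcx4* (the paper's about -2.5, here -2.26). The same holds for *Slc44a2* (the paper's about -2.5, here -2.14), *Ank3* (the paper's about -2.5, here -1.35), *Tcl1* (the paper's about -2.3, here -1.48), *Evc2* (the paper's about -2.2, here -1.41) and *Fbxo41* (the paper's about -2.1, here -1.76). In the aging column of Fig. 2F, adult over aged, none did so for *Ank3* (the paper's about 0.83, here 0.59) and *Hydin* (the paper's about 0.81, here 0.65).

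Settings chosen after seeing the values came within 1 SD for some of these genes. Voom weights did so for *Ptch1* (-3.65), *Zfp462* (-3.24), *Tgfbr3* (-2.49), *Actn2* (-2.35), *Fam160b1* (-2.25) and *Fbxo41* (-2.02). Removal of a GC trend did so for *Mbnl2* (-2.91), and thinning for *Hydin* upon aging (0.69). The fit with the spermatid score as a covariate, also chosen after seeing the values, did so for *Mbnl2* (-2.87), *Tcl1* (-2.56), *Actn2* (-2.24), *Fam160b1* (-2.26) and, upon aging, *Ank3* (0.95).

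In Fig. 3A, read by eye, 9 genes differ. A pseudocount of 0.1 came within 1 SD for *Bicc1* (the paper's about -2.7, here -1.92, then -2.57), *Rbm20* (the paper's about -2.1, here -0.84, then -2.07), *Rbm43* (the paper's about -1.7, here -1.51, then -1.87), *Mbnl1* (the paper's about -1.0, here -0.68, then -0.86), *Prpf40b* (the paper's about -0.9, here -0.72, then -0.79) and *Khdrbs1* (the paper's about 0.8, here 0.66, then 0.7). The replicate block (-1.55) and the block within age (-1.66) did so for *Rbm43*, and the block within age for *Prpf40b* (-0.74). None of the alternatives set before the data were examined did so for *Rbms2* (the paper's about -2.0, here -1.08), *Rbm10* (the paper's about -1.2, here -1.52) and *Elavl3* (the paper's about 2.0, here 0.72). Chosen after seeing the values, voom weights did so for *Bicc1* (-2.68), *Mbnl1* (-0.89), *Prpf40b* (-0.79), *Khdrbs1* (0.71) and *Elavl3* (2.06), median-of-ratios scaling for *Khdrbs1* (0.69) and the spermatid score as a covariate for *Rbm10* (-1.19).

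In Fig. 3B, read by eye, 3 genes differ upon aging: *Rbm14* (the paper's about -0.98, here -0.42), *U2af2* (the paper's about -0.87, here -0.65) and *Msi1* (the paper's about -0.95, here -0.75). No alternative set before the data were examined closed these gaps, and thinning, chosen after seeing the values, did so for *U2af2* (-0.67). The axis of Fig. 3B names aged KIT+ over adult KIT- cells, whereas aged over adult KIT- cells was used here. The other bars, such as that of *Rod1*, argue against the axis label. Means in aged KIT+ and adult KIT- cells were 52.2 and 66.4 RPKM for *U2af2* and 10.1 RPKM each for *Msi1*. For *Rbm14* they were 13.8 and 19.8 RPKM. The comparison on the axis therefore does not give the drawn values of these 3 genes either.

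Some genes that the paper states as changed were not called here. Upon aging in KIT- cells these were *Mbnl2* (adjusted p = 0.11), *Sycp2* (0.082), *Sycp3* (0.067), *Fendrr* (0.088), *Bmpr2* (0.088), *Ldhc* (0.068), *Nuf2* (0.061) and *Nfib* (0.097) of Fig. 2G, and *Spata6* of Fig. 2C (0.12), under no setting. *H19* was not called upon aging (0.052) or in the adult KIT transition (0.053). It was called with a mean of at least 1 RPKM (0.049 and 0.038) and, chosen after seeing the values, with median-of-ratios scaling (0.045 in both) and with a GC trend removed (0.037 and 0.035). *Wbscr25*, enriched in adult KIT- cells in the paper, had a log2 fold change of -0.78 (adjusted p = 0.11), and *Csf1r*, higher in KIT+ cells in Fig. 1E, one of 0.24 (0.47), both called under no setting.

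Of the 20 genes of Fig. 2F, 6 were called upon aging. A mean of at least 1 RPKM called *Serinc5* (0.049), *Ccnjl* (0.048), *Fam160b1* (0.045) and *Sv2c* (0.049). Voom weights, chosen after seeing the values, called *Armcx4* (0.041), *Tgfbr3* (0.05) and *Serinc5* (0.031). Genes called under no setting include *Large2*, *Mbnl2*, *Ank3*, *Actn2*, *Hydin*, *Evc2* and *Fbxo41*.

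Among the genes of Fig. 3A that were not called, a mean of at least 1 RPKM called *Prpf40b* (0.035), *Prpf3* (0.044), *Rbm7* (0.041), *Ptbp1* (0.043) and *Rbm34* (0.046), and the replicate block called *Rbm7* (0.045) and *Ptbp1* (0.027). Chosen after seeing the values, removal of a GC trend called *Mbnl1* (0.04, against 0.089) and *Ptbp1* (0.038), and median-of-ratios scaling *Rbm7* (0.044) and *Ptbp1* (0.05). No setting called the genes of Fig. 3B that were not called here. *Nanos2*, which the legend of Fig. 1F places among the most significant genes, ranked 1267 by p among genes higher in adult KIT- cells.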

Other observations

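The tests in this part were chosen after the values had been looked at, except those on spermatid and somatic marker genes. The fit with the spermatid score as a covariate was among those chosen afterwards. The outcome of each test was predicted before it was seen.

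The difference between adult and aged KIT- cells, 1025 genes, was tested against 3 technical explanations. After thinning every library to the lowest depth, 921 genes passed both cutoffs. Thinning changes group means little whatever their source, so this does not decide about depth. With a GC trend removed 982 passed, among them 581 of the 613 higher and 302 of the 412 lower genes. These shared genes kept their calls without the trend, which argues against a GC trend as their source. With the spermatid score of each library as a covariate, 0 genes were higher in aged cells past both cutoffs. The same covariate also left 0 genes between adult KIT- and KIT+ cells. Since it removed this difference as well, the fit cannot decide whether RNA from haploid germ cells contributes. Within each group, replicate 1 was higher than replicate 2 in 9 of 11 spermatid markers, by a median log2 difference of 0.4 in adult (range -0.17 to 1.08) and 0.42 in aged KIT- cells (range -0.57 to 1.45).

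Genes higher in KIT- than in KIT+ cells were tested for RNA from somatic testis cells with marker lists of 5 cell types. The largest median log2 difference, KIT- over KIT+, was 0.6, for peritubular cells in aged mice, below the value of 1 set beforehand for each type. The test cannot exclude such RNA, because 1 is added to each value and several types had medians under 1 RPKM, where a difference of 1 is hard to reach. In adult cells 0 of 9 Sertoli, 0 of 8 Leydig and 0 of 7 endothelial markers were higher in the KIT+ library. In adult cells the median of the peritubular markers was 2.65 RPKM in the KIT- and 0.873 RPKM in the KIT+ fraction. Macrophage markers went the other way in aged cells, with 9 of 9 higher in KIT+ cells by a median log2 fold change of 1.06 and median values of 1.68 RPKM in KIT+ and 0.36 RPKM in KIT- cells. The macrophage gene *Csf1r* had 1.16 ± 0.555 RPKM (SD, n = 2) in aged KIT+ cells. No test was made of whether the macrophage signal in aged KIT+ cells comes from other cells.

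Upon aging, 16 of the 22 genes higher in KIT+ cells were also among the 613 higher in KIT- cells, and 54 of the 75 lower ones among the 412 lower in KIT- cells. Of these 54 genes, 28 had a mean under 0.1 RPKM outside the adult libraries. Of the 412 genes lower in aged KIT- cells 50 had a mean under 0.1 RPKM in the 8 neonatal and aged libraries and were higher in all 3 adult libraries than in each of those 8. None of the KIT- preferential genes lower in aged cells had so low a mean (0 of 8).

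The Wnt receptor gene *Fzd2*, which Fig. 2F draws as lower upon aging, fell from 5.16 ± 0.854 to 2.39 ± 0.155 RPKM (SD, n = 2 each) between adult and aged KIT- cells. Its log2 fold change was -0.85 (standard error 0.19, adjusted p = 0.037 from limma with Benjamini-Hochberg adjustment). The call was lost in 7 of the 9 other settings, with adjusted p-values up to 0.15 with a pseudocount of 0.1 and 0.21 on the compared groups alone.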
